# Circadian modulation of glucose utilization *via* CRY1-mediated repression of Pdk1 expression

**DOI:** 10.1016/j.jbc.2024.105637

**Published:** 2024-01-08

**Authors:** Yi-Ying Chiou, Cing-Yun Lee, Hao-Wei Yang, Wei-Cheng Cheng, Kun-Da Ji

**Keywords:** circadian clock, cryptochrome, glycolysis, pyruvate dehydrogenase kinase, gene transcription

## Abstract

Life adapts to daily environmental changes through circadian rhythms, exhibiting spontaneous oscillations of biological processes. These daily functional oscillations must match the metabolic requirements responding to the time of the day. We focus on the molecular mechanism of how the circadian clock regulates glucose, the primary resource for energy production and other biosynthetic pathways. The complex regulation of the circadian rhythm includes many proteins that control this process at the transcriptional and translational levels and by protein-protein interactions. We have investigated the action of one of these proteins, cryptochrome (CRY), whose elevated mRNA and protein levels repress the function of an activator in the transcription-translation feedback loop, and this activator causes elevated Cry1 mRNA. We used a genome-edited cell line model to investigate downstream genes affected explicitly by the repressor CRY. We found that CRY can repress glycolytic genes, particularly that of the gatekeeper, pyruvate dehydrogenase kinase 1 (Pdk1), decreasing lactate accumulation and glucose utilization. CRY1-mediated decrease of Pdk1 expression can also be observed in a breast cancer cell line MDA-MB-231, whose glycolysis is associated with Pdk1 expression. We also found that exogenous expression of CRY1 in the MDA-MB-231 decreases glucose usage and growth rate. Furthermore, reduced CRY1 levels and the increased phosphorylation of PDK1 substrate were observed when cells were grown in suspension compared to cells grown in adhesion. Our data supports a model that the transcription-translation feedback loop can regulate the glucose metabolic pathway through Pdk1 gene expression according to the time of the day.

Circadian rhythm is a mechanism to adapt to the daily variation of the environment. Cells regularly vary the strength in their response to many biological processes by controlling the expression of genes following a 24-h cycle (1). The transcription-translation feedback loop (TTFL) is the core mechanism for maintaining the rhythmicity of the cells (2). A complex suit of proteins interacts and influences successful responses to rhythmic environmental changes. In mammals, TTFL is accomplished *via* proteins, circadian locomotor output cycles kaput (CLOCK) protein and brain and muscle ARNT-like 1 (BMAL1) protein, which form a heterodimer (3) to activate the transcription of primary clock-controlled genes (CCGs) by binding the E-box of their promoters (4). Some proteins encoded by these primary CCGs could negatively regulate CLOCK-BMAL1 with some time delay to form the feedback loop (5). Cryptochrome proteins (CRY1 and CRY2) could repress CLOCK-BMAL1-mediated transcription by forming CRY-CLOCK-BMAL1 complex on E-box (6, 7). Period proteins (PER1, PER2, and PER3) could interfere with CLOCK-BMAL1-mediated transcription by displacing CLOCK-BMAL1 from promoters through interacting with CRY proteins and recruiting casein kinase 1 delta to the CLOCK-BMAL1 (6, 7, 8, 9, 10). Nuclear receptor superfamily 1 group D (NR1D) proteins (NR1D1 and NR1D2) could repress the transcription of genes encoding BMAL1 and CRY1 to support the TTFL efficiently (11). Other products of primary CCGs include transcription factors controlling the rhythmic expression of other circadian genes and proteins involved in various cellular functions (12, 13).

Unlike the CRY protein in *drosophila* as a light sensor (14), the ability of mammalian CRY proteins to inhibit CLOCK-BMAL1 is light-independent, supported by the change of circadian patterns of CRY-deficient mice in the all-dark condition and the light-independent transcriptional repression of CRY proteins using reporter gene assays (15, 16, 17). CRY1 and CRY2 have partially overlapped functions in the maintenance of circadian rhythm, supported by the finding that Cry1 or Cry2 KO mice do not entirely lose the circadian rhythm but display distinct phenotypes (15, 16, 18, 19). In the circadian-synchronized cell model, CRY1 is a more potent repressor of CLOCK-BMAL1-mediated transcription than CRY2 and is more powerful in maintaining cell-autonomous circadian rhythm (20). CRY1 or CRY2-specific functions have also been reported to play a role in processes other than the regulation of circadian rhythm (21, 22).

Metabolic and functional oscillations within cells need to be matched. Thus, understanding whether and how the circadian clock regulates cellular metabolism is critical. Glucose is an essential resource of both energy and carbon. Glucose can be converted into pyruvate by glycolysis with ATP production. The fate of pyruvate is either conversion into lactate with the regeneration of NAD^+^ required in glycolysis or conversion into acetyl-CoA for the citric acid cycle (also called the tricarboxylic acid cycle or the TCA cycle). By spending the NADH or FADH_2_ produced from the TCA cycle, oxidative phosphorylation in mitochondria produces more ATP compared to that during glycolysis. Cells modulate the balance of glucose metabolism through glycolysis or the TCA cycle based on changes in physiological circumstances. For example, glycolysis increases when the oxygen concentration decreases (anaerobic glycolysis). Previous research also found that cells with higher proliferation rates utilize more glycolysis at normal oxygen levels (aerobic glycolysis) (23). Thus, it is highly possible that the glucose metabolic pathway within cells is in response to the time of the day.

The core clock, the TTFL in cells, is required to generate peripheral clocks, modulating various physiological functions in different organs, and the master clock in the brain's suprachiasmatic nucleus, coordinating circadian behavior (24). Transcriptional oscillation is expected to be associated with the functional oscillation. Thus, identifying circadian genes from organs provides information about physiological functions modulated by the time of the day. Genes with circadian expression patterns have been analyzed using RNA sequencing analysis of transcriptomes from mouse organs at different circadian times (1). As a result, many genes (hundreds to thousands) were identified that responded in their expression pattern to the different times. Organ-specificity was also observed. Furthermore, although identifying circadian genes from isolated organs provides important physiological implications, it cannot give enough information to understand the regulatory mechanism of these genes. In contrast, transcriptome analysis of an established synchronized cell line model allows the identification of a limited number of circadian genes belonging to the core clock genes, like Per and Per2, which have strong oscillating amplitudes (25) possibly due to gradual desynchronization over time. Cell lines derived from the same origin but mimicking different statuses of the TTFL could be used to study genes controlled by the core clock. The established cell line (CPN^−^^/^^−^) lacking CRY, PER, and NR1D proteins in the negative arms of the TTFL (26) could mimic the status when CLOCK-BMAL1 activity is high. Expression of CRY protein in this cell line mimicking the low CLOCK-BMAL1 activity can study CRY-regulated genes without interference from PER and the feedback loop.

The influence of the TTFL on glycolysis might occur through the hypoxia-inducing factor alpha (HIF1α) pathway. Under hypoxic conditions, HIF1α is stabilized and activates the transcription of lactate dehydrogenase A (Ldha) and pyruvate dehydrogenase kinase 1 (Pdk1) genes (27). LDHA protein is involved in the conversion between pyruvate and lactate, and PDK1 protein inhibits the conversion of pyruvate into acetyl-CoA by phosphorylating pyruvate dehydrogenase (PDH). Increased LDH activity through increased LDHA and decreased PDH activity through phosphorylation by PDK1 shift the metabolic pathway from the TCA cycle to glycolysis. Previous research pointed out that the CLOCK-BMAL1 binds to the promoter of Hif1α and activates the transcription of Hif1α (28). In addition, CLOCK, BMAL1, HIF1α, and HIF1β belong to the basic helix-loop-helix - PER-ARNT-SIM (bHLH-PAS) transcription factor family (29). BMAL1 has been reported to form a complex with HIF1α to activate CLOCK-BMAL1-controlled and HIF1α-HIF1β-controlled genes (30). CRY1 protein has also been implicated in acting as a repressor of HIF1α-HIF1β-controlled genes by interacting with HIF1α (21). Besides regulating the HIF1α protein, the TTFL might regulate hypoxia responses by binding CLOCK-BMAL1 to the promoter regions of HIF1α-HIF1β-controlled genes (28, 31). According to these studies, CLOCK-BMAL1 can bind about 20 percent of the HIF1α binding sites (28), and about 20 percent of the hypoxia-responsive genes showed time-specific effects (31). Thus, although the TTFL could affect the HIF1α protein and HIF1α could affect glycolysis, it is unknown whether the TTFL could regulate glycolysis, especially under conditions with normal oxygen concentration.

In this study, we used a CRY-restituted mouse embryonic fibroblast system to dissect the various conditions involved in circadian rhythm with a particular focus on CRY proteins. We found that CRY protein can decrease lactate production in this cell line system. Using mRNA sequencing, we found genes for glycolysis and lactate production were downregulated by CRY protein expression. We found that CRY1 can regulate the expression of Ldha and Pdk1 by binding to the promoter through CLOCK-BMAL1. To investigate whether CRY1-mediated inhibition of glycolysis could be achieved in different cells, we selected a breast cancer cell line MDA-MB-231 in which glycolysis and its stem cell properties were associated with the PDK1 level (32) and generated a cell line expressing exogenous CRY1 constitutively. CRY1-mediated repression of Pdk1 expression can be observed in the MDA-MB-231 cells. Furthermore, CRY1 expression can decrease the growth rate of MDA-MB-231 cells in adhesion culture and cell aggregation in suspension culture. Our data suggest that the core clock protein CRY1, and thus the TTFL, could control glucose metabolism in cells under normal oxygen concentration. Finally, we present a model to explain our finding on how TTFL controls the cellular glucose metabolism in response to the time of the day.

## Results

### CRY protein decreased lactate production in mouse embryonic fibroblast cells

To study the specific function of individual proteins in the TTFL, we established a mouse embryonic fibroblast cell line lacking CRY1, CRY2, PER1, PER2, NR1D1, and NR1D2 proteins (CPN^−/−^) (26). We reconstituted CRY1 or CRY2 proteins in the CPN^−/−^ cell line by the lentiviral system to obtain CPN^−/−^ CRY1 and CPN^−/−^ CRY2 cell lines for studying CRY1 or CRY2-specific effects on the transcriptional regulation of clock-regulated genes (Fig. 1). The lentiviral reintroduction of CRY1 or CRY2 in the CPN^−/−^ cell line is suitable for the study of CRY-regulating phenomena but cannot recapitulate the transcriptional regulation of Cry1 or Cry2 gene because the exogenous expression of CRY1 or CRY2 controlled by the viral promoter, but not endogenous promoter, was not affected by the feedback regulation of the TTFL. Under the same cell culture conditions, we observed that the medium acidification of CPN^−/−^ CRY1 and CPN^−/−^ CRY2 cell lines was slower than that of the parental CPN^−/−^ cell line (Fig. 2*A*). Because lactate is the major end product in cell metabolism that caused the medium acidification in cell culture (33), we analyzed the lactate concentration in the medium of CPN^−/−^, CPN^−/−^ CRY1 and CPN^−/−^ CRY2 cell lines. Culture media were collected at the time point of 24 h (day 1), 48 h (day 2) and 72 h (day 3) after seeding the same number of cells in the plates. We found that lactate accumulation in the culture medium of the CPN^−/−^ cell line was faster than in the culture medium of CPN^−/−^ CRY1 and CPN^−/−^ CRY2 cell lines (Fig. 2*B*). Statistically significant differences between CPN^−/−^ CRY1, CPN^−/−^ CRY2 and CPN^−/−^ could be determined after 24 and 72 h, respectively. To understand whether the difference in lactate production is due to the cell numbers affected by the cell growth rate, we refreshed the medium 72 h after seeding and analyzed the lactate concentration accumulated from 72 to 96 h (the fourth day). After collecting the medium for lactate determination, we harvested the cells and counted the cell number using an automatic hemocytometer (Fig. 2*C*). We found that lactate concentration is higher in the culture medium of CPN^−/−^ cells (mean: 10.14 mM) than in the culture medium of CPN^−/−^ CRY1 (mean: 7.33 mM) and CPN^−/−^ CRY2 cells (mean: 6.33 mM). However, the cell number of all three cell lines was compatible. These data suggested that CRY1 and CRY2 proteins can decrease lactate production in mouse embryonic fibroblast cells without PER or NR1D proteins.

**Figure 1:**
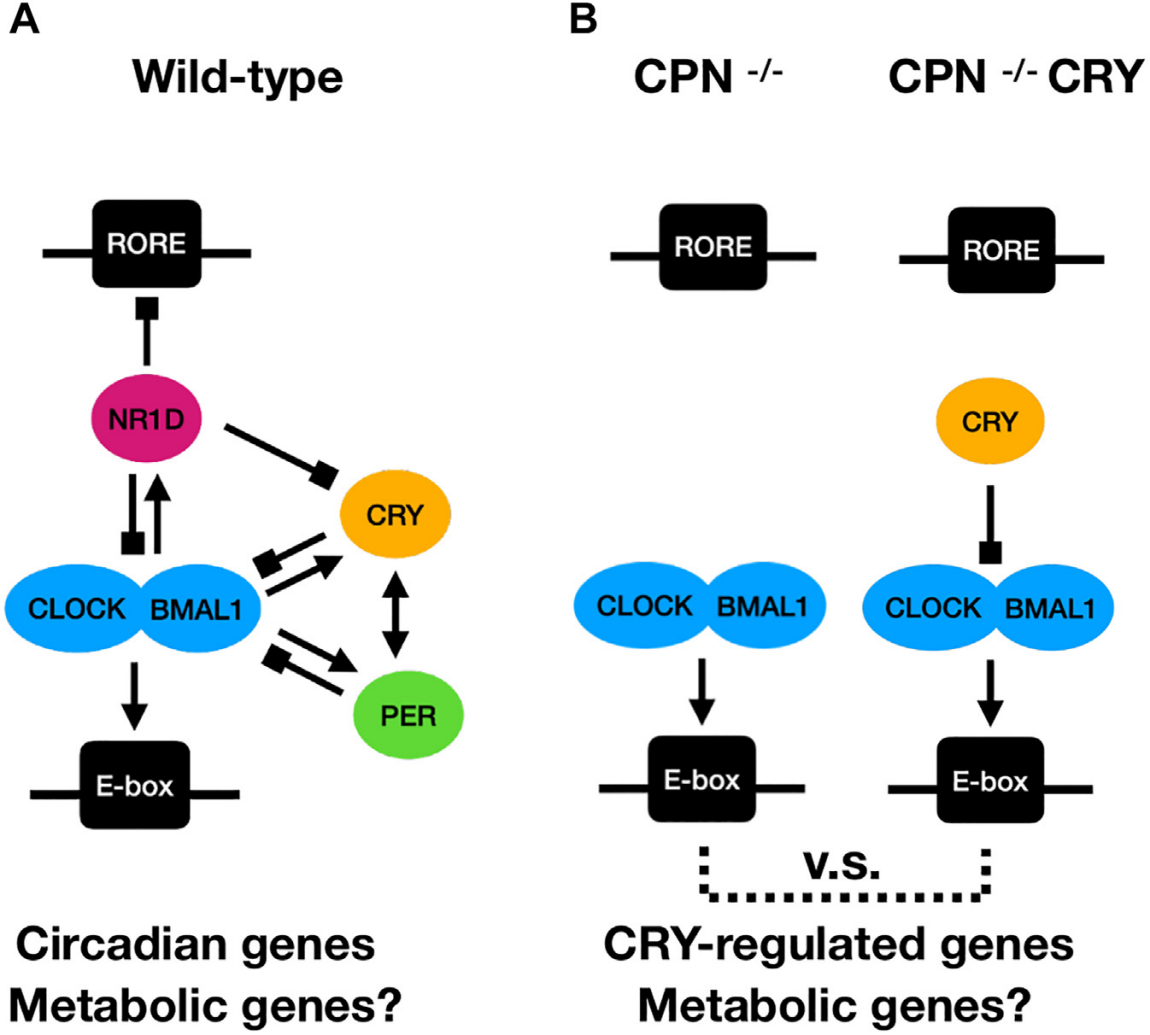
**Schematic diagrams of transcriptional regulation of circadian genes by the core clock proteins in WT, CPN**^**−/−**^**and CPN**^**−/−**^**CRY cells.***A*, core clock proteins in WT cells contain CRY, PER, and NR1D proteins. Cry, Per, and Nr1d genes have E-box elements in their promoters that can be activated by CLOCK-BMAL1 (*arrow-head*). CRY and PER proteins negatively regulate CLOCK-BMAL1 activity (*diamond-head*) but can also stabilize each other (*double arrows*). NR1D proteins repress the expression of bmal1 and Cry through promoter-based elements (*diamond-head*). The interconnected regulatory network between these core clock proteins is complex. The studies of circadian genes might also have to consider the regulation of metabolic genes. *B*, a mouse embryonic fibroblast cell line lacking CRY, PER, and NR1D (Cry1/2^−/−^; Per1/2^−/−^; Nr1d1/2^−/−^, called CPN^−/−^ in this study) has been established to facilitate the mechanism studies (26). In this study, the CPN^−/−^ CRY cell line expressing exogenous CRY proteins in the CPN^−/−^ cell line is established and is compared to the CPN^−/−^ cell line to elucidate the CRY-regulated genes and the influence of CRY on the cellular metabolism. BMAL1, brain and muscle ARNT-like 1; CLOCK, circadian locomotor output cycles kaput; CRY, cryptochrome; NR1D, nuclear receptor superfamily 1 group D.

**Figure 2:**
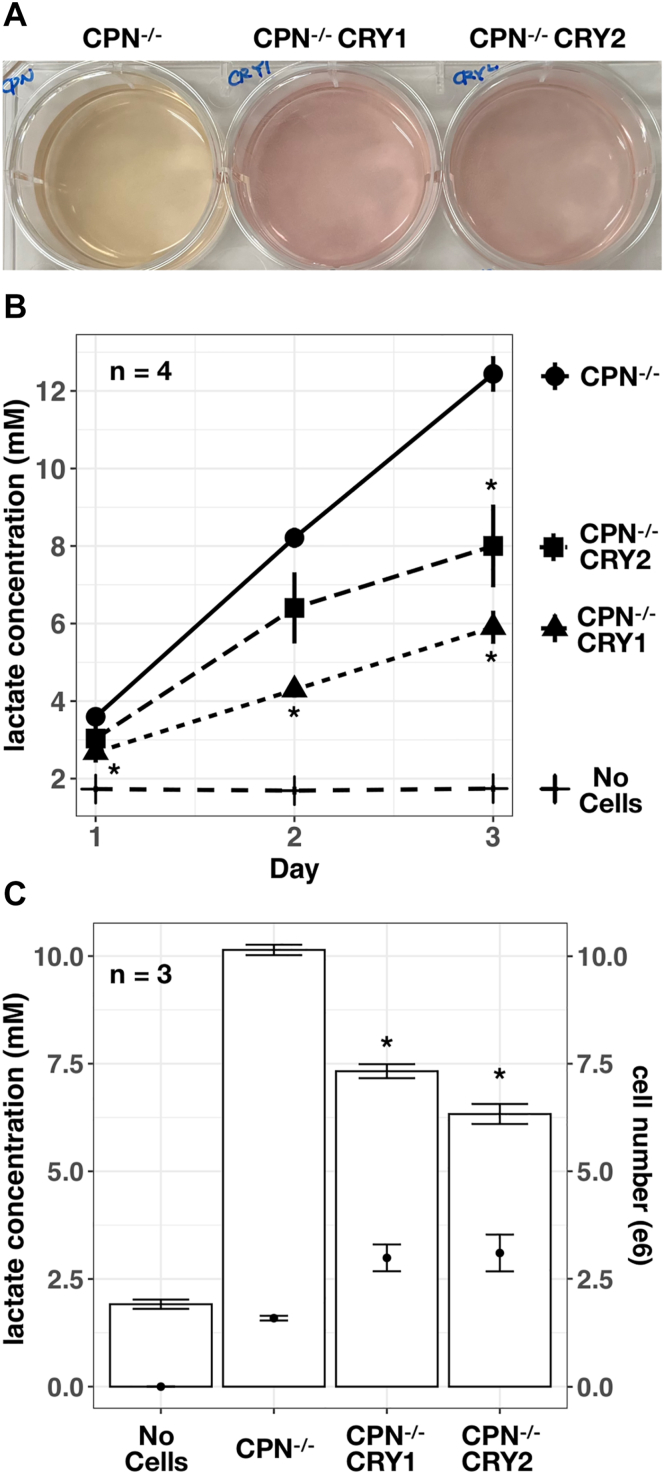
**CRY1 and CRY2 expression decreased the lactate production in mouse embryonic fibroblast cells.***A*, a representative image of the medium obtained from the CPN^−/−^ cell line and its derivatives cell lines, CPN^−/−^ CRY1 and CPN^−/−^ CRY2, is shown. The image was taken after 3 days of seeding 4 × 10^5^ cells in a 6-well plate. *B*, lactate concentration in the medium collected at 24 h (Day 1), 48 h (Day 2), and 72 h (Day 3) after seeding was determined and converted into mM using the lactate standard provided by the kit. Medium without cells (no cells) was maintained in the CO_2_ incubator as background control. Symbols: *cross* (No cells), *circle* (CPN^−/−^), *triangle* (CPN^−/−^ CRY1), and *square* (CPN^−/−^ CRY2) cells. Data expressed as mean ± standard error (n = 4). Data with statistically significant differences compared to CPN^−/−^ was marked (∗, unpaired *t* test, *p* < 0.05). *C*, bar graphs represent lactate concentration (mM, *left Y*-axis) from the culture medium from the fourth day. Cell numbers after the medium collection were determined and are displayed as *dots* within each *bar* (e6, *right Y*-axis). Data expressed as mean ± standard error (n = 3). Data with statistically significant differences to CPN^−/−^ was marked (∗, unpaired *t* test, *p* < 0.05). CRY, cryptochrome.

### CRY protein inhibited the expression of Pdk1 and Ldha in regulating lactate production

To understand the mechanism of how CRY1 and CRY2 affect lactate production, we first focused on the enzymes involved in the conversion of pyruvate into either lactate or acetyl-CoA. From the Kyoto Encyclopedia of Genes and Genomes (KEGG) database, we selected: (1) enzymes that catalyzed the conversion between lactate and pyruvate (EC 1.1.1.27), LDH, including LDHA, LDHB, LDHC, LDHAL6A, and LDHAL6B; (2) enzymes that catalyzed the conversion from pyruvate to acetyl-CoA (EC 1.2.4.1, EC 1.8.1.4, and EC 2.3.1.12), PDH complex, including PDHA1, PDHA2, PDHB, dihydrolipoyl dehydrogenase, and DLAT and (3) enzymes that regulate PDH activity by phosphorylation (EC 2.7.11.2), PDK, including PDK1, PDK2, PDK3, and PDK4.

We analyzed our published RNA-Seq data of CPN^−/−^ cells as well as another mouse embryonic fibroblast cell line with endogenous CRY proteins but lacking PER and NR1D proteins (PN^−/−^) (GSE157946) (26). Two genes selected from the KEGG database could not be analyzed, because there is no Ldhal6a gene in the annotated mouse genome and Ldhc mRNA was not detected in this dataset. From this dataset, Pdk1 and Pdk4 mRNA were significantly lower in the PN^−/−^ cell line than in the CPN^−/−^ cell line (Fig. 3*A*). We also analyzed the BMAL1 occupation on the promoter of all candidate genes using published BMAL1-chromatin immunoprecipitation (ChIP)-Seq data from PN^−/−^ cells expressing PER2 fused with the ligand binding domain of estrogen receptor (GSE93318) (8). BMAL1 did bind to the promoter region of Pdk1, Pdk2, and Ldha genes (Fig. 3*B*). According to the RNA-Seq results comparing cell lines with endogenous CRY (PN^−/−^) and without endogenous CRY (CPN^−/−^) and the BMAL1 occupation on the promoter in the PN^−/−^ cell line, Pdk1 is the primary target for further analysis. Although there was no statistically significant difference in the expression of Ldha between CPN^−/−^ and PN^−/−^ cell lines, Ldha expression in PN^−/−^ cell line was around 70% of that in CPN^−/−^ cell line. Furthermore, the BMAL1 binding signal of the Ldha promoter was around 4-fold stronger than the signal of the Pdk1 promoter. Thus, Ldha is another target we selected for studying CRY-mediated inhibition of lactate production.

**Figure 3:**
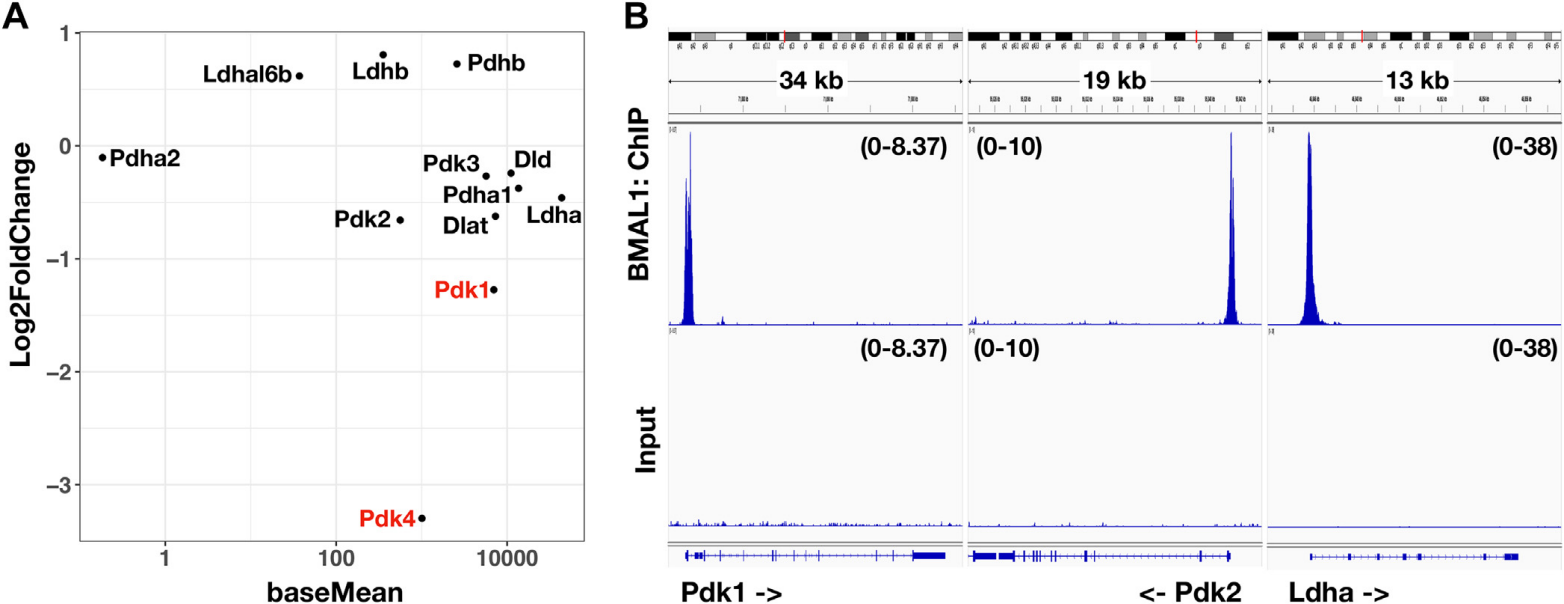
**RNA-seq and BMAL1-ChIP-seq data of CPN**^**−/−**^**and PN**^**−/−**^**cells on selected metabolic genes.***A*, relative levels of selected metabolic genes between cells expressing endogenous CRY proteins but not PER and NR1D proteins (PN^−/−^) and the CPN^−/−^ cell line from published RNA-seq data (GSE157946) were plotted. The *X*-axis (baseMean) represents the relative levels between different genes. The *Y*-axis (log2FoldChange) represents the relative levels of mRNAs in PN^−/−^ cells *versus* CPN^−/−^ cells. Pdk1 and Pdk4 showed statistically significant differences between these cell lines (*red*). *B*, screenshots of BMAL1-ChIP-seq data (GSE93318) on the genome browsers at the regions of Pdk1, Pdk2, and Ldha genes. Sequencing data from unenriched fragmented DNA before IP (input) are shown for comparison. Signal scales are shown in the parenthesis. BMAL1, brain and muscle ARNT-like 1; ChIP, chromatin immunoprecipitation; CRY, cryptochrome; IP, immunoprecipitation; Ldha, lactate dehydrogenase A; NR1D, nuclear receptor superfamily 1 group D; Pdk, pyruvate dehydrogenase kinase.

We hypothesized that CRY proteins could inhibit lactate production by not only decreasing the LDHA protein level but also enhancing PDH activity by reducing PDK1-mediated phosphorylation. Compared to CPN^−/−^ cell line, the expression of CRY1 protein in CPN^−/−^ CRY1 cell line or expression of CRY2 protein in CPN^−/−^ CRY2 cell line decreased LDHA and PDK1 protein levels (Fig. 4*A*). The RNA level analysis showed that LDHA mRNA in CPN^−/−^ CRY1 cell line was lower than in CPN^−/−^ cell line. Expression of CRY2 in CPN^−/−^ CRY2 cell line did not statistically significantly affect the LDHA mRNA but affected the LDHA protein. Furthermore, PDK1 mRNA levels were lower in both CPN^−/−^ CRY1 and CPN^−/−^ CRY2 cell lines compared to the mRNA level in CPN^−/−^ cell line (Fig. 4*B*). These data suggested that CRY proteins inhibited the transcription of Ldha and Pdk1 and decreased LDHA and PDK1 proteins (increasing PDH activity) inhibited lactate production.

**Figure 4:**
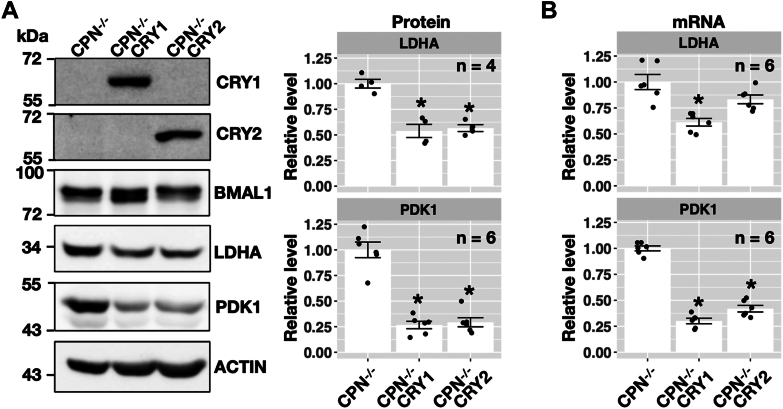
**Analysis of protein and mRNA levels of LDHA and PDK1 in the CPN**^**−/−**^**, CPN**^**−/−**^**CRY1 and CPN**^**−/−**^**CRY2 cells.***A*, representative Western blot results of LDHA and PDK1 are shown in the *left panel*. ACTIN was used as the loading control. The relative phosphorylation level of BMAL1 changed when CRY1 or CRY2 was expressed (upper band *versus* lower band). Relative LDHA and PDK1 levels were quantified and expressed as mean ± standard error. *Dots* indicate individual data from independent experiments. Data with statistically significant differences to CPN^−/−^ cells was marked (∗, unpaired *t* test, *p* < 0.05). *B*, relative LDHA and PDK1 mRNA levels were quantified by real-time RT-PCR and expressed as mean ± standard error. Data with statistical differences to CPN^−/−^ cells was marked (∗, unpaired *t* test, *p* < 0.05). BMAL1, brain and muscle ARNT-like 1; CRY, cryptochrome; Ldha, lactate dehydrogenase A; Pdk, pyruvate dehydrogenase kinase; RT-PCR, reverse transcription PCR.

### CRY protein inhibited the expression of Pdk1 and Ldha by binding to the E-box of their promoters

To understand whether CRY inhibited the transcription of Pdk1 and Ldha through CLOCK-BMAL1 binding to the E-box, we analyzed their promoter sequences and performed ChIP using BMAL1 and CRY1 antibodies. Previous BMAL1-ChIP-seq data from PN^−/−^ cells (GSE93318) showed signals within −452 ∼ +256 region (708 bp) of the Ldha gene and −35 ∼ +1051 region (1086 bp) of the Pdk1 gene. Both regions contain two canonical E-box sequences (CACGTG) also conserved in the human LdhA and Pdk1 genes (Fig. 5*A*). The E-boxes of Ldha are located on the −145 and −48 upstream of the first exon. The E-boxes of Pdk1 are located on the +585 and +823 within the first intron. We performed BMAL1-ChIP using CPN^−/−^ cells (Fig. 5*B*) and performed CRY1-ChIP using CPN^−/−^ CRY1 cells (Fig. 5*C*). BMAL1-ChIP and CRY1-ChIP showed significant enrichment of DNA fragments from the promoter of the D site albumin promoter binding protein (Dbp) gene, which is a known CLOCK-BMAL1-regulated gene (4). Furthermore, we showed that BMAL1 and CRY1 can bind to the promoters of Pdk1 and Ldha suggesting that the expression of these genes can be regulated by the CLOCK-BMAL1 and CRY through E-box similar to other primary clock-controlled genes, like Dbp, Per1, and Per2.

**Figure 5:**
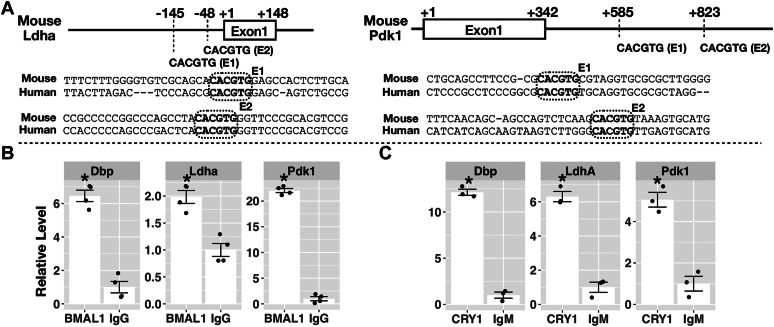
**Chromatin immunoprecipitation (ChIP) analysis of BMAL1 and CRY1 on Pdk1 and Ldha promoter.***A*, relative positions of canonical E-box sequences (CACGTG) around the transcription start (+1) of mouse Ldha and Pdk1 genes are shown. Two E-boxes (E1 and E2) were identified for both genes. Neighboring sequences around the E-boxes are shown and were compared to the human homologous genes. *B*, relative levels of DNA fragments pull-down by the anti-BMAL antibody to DNA fragments pull-down by the control IgG antibody from CPN^−/−^ cells measured by real-time PCR analysis. Specific primer sets closed to the E-boxes of Dbp (positive control), Ldha and Pdk1 were used to quantify pull-down DNA fragments. Data were expressed as mean ± standard error. *Dots* represent individual data from four independent experiments. Data with statistically significant differences to the IgG control were marked (∗, unpaired *t* test, *p* < 0.05). *C*, relative levels of DNA fragments pull-down by anti-CRY1 antibody to DNA fragments pull-down by the control IgM antibody from CPN^−/−^ CRY1 cells measured by real-time PCR analysis. Primer sets used in CRY1-ChIP were the same as BMAL1-ChIP. Data were expressed as mean ± standard error. Dots represent individual data from three independent experiments. Data with statistically significant differences to the IgG control were marked (∗, unpaired *t* test, *p* < 0.05). BMAL1, brain and muscle ARNT-like 1; ChIP, chromatin immunoprecipitation; CRY, cryptochrome; Dbp, D site albumin promoter binding protein; Ig, immunoglobulin; Ldha, lactate dehydrogenase A; Pdk, pyruvate dehydrogenase kinase.

### CRY protein decreased the expression of glycolysis genes

As lactate is a product of glycolysis, we wanted to analyze the effects of CRY proteins on the expression of genes involved in glycolysis. For that purpose, we performed mRNA-seq analysis of CPN^−/−^, CPN^−/−^ CRY1 and CPN^−/−^ CRY2 cell lines. 

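The mRNA-seq data comprised 6 libraries, 2 for each cell line, and the 2 libraries of a line came from independent RNA preparations. The CPN-/- line is a mouse embryonic fibroblast line in which the Cry, Per and Nr1d genes are knocked out. The CPN-/- CRY1 and CPN-/- CRY2 lines were each selected as single colonies of these cells after infection with a retrovirus carrying Cry1 or Cry2. The authors mapped stranded paired-end reads to the mm10 genome with RNA STAR and counted them per gene with featureCounts, and the deposited values are these counts for 27179 genes, without normalization. The libraries held between 25957409 and 36106949 counts. The tests covered the 14069 genes that edgeR's filterByExpr function kept, with a minimum of 10 counts in a library of median size and of 15 counts in total. A single model was fitted to the 6 libraries with TMM normalization. Genes with an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were called lower or higher. Expression levels are given as CPM, which are counts scaled to a common library size with the same normalization.

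The genes targeted in these lines were examined first. Cry1 mRNA was 125 and 115 CPM in the CPN-/- libraries, 165 and 189.6 CPM in the CPN-/- CRY1 libraries and 51.0 and 48.3 CPM in the CPN-/- CRY2 libraries. Cry2 mRNA was 136 and 129 CPM in the CPN-/- libraries, 50.7 and 51.7 CPM in the CPN-/- CRY1 libraries and 349 and 351 CPM in the CPN-/- CRY2 libraries. Each exogenous gene was thus highest in both libraries of the line that expressed it. Its log2 fold change against CPN-/- was 0.57 (standard error 0.11, adjusted p = 0.013) for Cry1 in CPN-/- CRY1 and 1.40 (standard error 0.09, adjusted p = 5.8e-04) for Cry2 in CPN-/- CRY2, from the same test. The counts per gene do not separate endogenous from exogenous transcripts. Per1, Per2, Nr1d1 and Nr1d2, which are knocked out in all 3 lines, had between 476 and 3756 counts in every library.

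The libraries of a line did not differ by the same amount in every line. The SD across genes of the log2 difference between the 2 libraries was 0.44 for CPN-/-, 0.23 for CPN-/- CRY1 and 0.24 for CPN-/- CRY2. In the CPN-/- line this difference depended on transcript length, with a Spearman correlation of −0.66 across 13246 genes, which are not independent replicates. The same correlation was 0.18 in CPN-/- CRY1 and −0.27 in CPN-/- CRY2.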

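Compared with CPN-/-, 3423 genes were called in CPN-/- CRY1 and 937 genes in CPN-/- CRY2. With each library left out in turn, the log2 fold change of every called gene kept its sign. Of the alternatives tried, DESeq2's apeglm shrinkage with an s-value under 0.05 raised the counts most, to 8409 and 4377 genes. The count in CPN-/- CRY1 fell most when a log2 fold change of at least 1 was required, to 1089, and that in CPN-/- CRY2 at an adjusted p under 0.01, to 363. When only the 4 libraries of a comparison were fitted, so that no variation was shared with the remaining line, the counts were 1798 and 473. The largest decreases among the called genes with a mean of at least 100 counts per library included Cxcl5, which was at least 127-fold lower in CPN-/- CRY1 and at least 103-fold lower in CPN-/- CRY2. Nos2 was at least 170-fold lower in CPN-/- CRY1 and at least 138-fold lower in CPN-/- CRY2. C3 had between 1 and 8 counts in the libraries of the CRY-expressing lines, and its log2 fold changes were −8.68 (standard error 0.48) and −8.38 (standard error 0.48). In CPN-/- CRY1 it was −10.59 without replicate 1 of CPN-/- CRY1 and −7.98 without replicate 2, and in CPN-/- CRY2 it was −7.75 without replicate 1 of CPN-/- CRY2 and −9.52 without replicate 2. Cth was at least 109-fold lower in CPN-/- CRY2. The largest increases in CPN-/- CRY1 were those of Asb2 with a log2 fold change of 6.10 (standard error 0.21), Actg2 with 4.12 (standard error 0.18) and Acta1 with 3.61 (standard error 0.17). In CPN-/- CRY2 they were those of Platr7, which was at least 224-fold higher, Ryr3 with a log2 fold change of 3.24 (standard error 0.26) and Itga8 with 3.00 (standard error 0.22). Of the genes called in CPN-/- CRY1, 824 lay on chromosomes 3, 15, 16 and 19, whose genes were shifted together in this line. Cth lies on chromosome 3, but its log2 fold change of −3.22 in CPN-/- CRY1 was far larger in size than the median of that chromosome, −0.28.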

There are 1238 and 608 genes affected by the expression of CRY1 or CRY2 in CPN^−/−^ cell line, respectively. We also compared these CRY-affected genes with genes differentially expressed between PN^−/−^ and CPN^−/−^ cell lines and with putative BMAL1-regulated genes according to the previous BMAL1-ChIP-seq data (Fig. S1 and Table S1). About 12 to 18% of CRY-affected genes overlapped with the BMAL1 binding sites within 5 kb. 

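Of the genes called in CPN-/- CRY1, 1844 were lower and 1579 higher than in CPN-/-, so that 53.9% were lower. In CPN-/- CRY2, 574 genes were lower and 363 higher, so that 61.3% were lower. Among the called genes with a log2 fold change of at least 1 in size, 687 were lower and 402 higher in CPN-/- CRY1, and 368 were lower and 158 higher in CPN-/- CRY2. The share of lower genes depended on the processing. With DESeq2's Wald test 1849 genes were lower and 1804 higher in CPN-/- CRY1, and 666 were lower and 598 higher in CPN-/- CRY2. With apeglm s-values the numbers were 4154 and 4255 in CPN-/- CRY1 and 2198 and 2179 in CPN-/- CRY2, and with ashr s-values 4054 and 4130 in CPN-/- CRY1 and 1835 and 1828 in CPN-/- CRY2. When each library's trend with transcript length was removed, an alternative chosen after seeing the data, 2393 genes were lower and 3138 higher in CPN-/- CRY1, and 1031 were lower and 1516 higher in CPN-/- CRY2.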

Although CRY proteins were known as transcriptional repressors, the number of upregulated genes in CRY-expressing cells was similar to the number of downregulated genes. We checked genes involved in lactate production (as previously mentioned) from the mRNA-seq data (Fig. 6). 

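The 13 genes were Ldha, Ldhb, Ldhc and Ldhal6b for lactate dehydrogenase, Pdha1, Pdha2, Pdhb, Dlat and Dld for the pyruvate dehydrogenase complex, and Pdk1, Pdk2, Pdk3 and Pdk4 for its kinases. Ldhc with 0 to 4 counts per library, Ldhal6b with 1 to 12 and Pdha2 with 0 were too low to test. Of the other 10 genes, 7 were called in CPN-/- CRY1, 4 of them lower, and 5 were called in CPN-/- CRY2, 4 of them lower. Adjusted over the list alone, 7 and 6 genes passed. Pdk2 had a log2 fold change of 0.65 in CPN-/- CRY1 (standard error 0.15, adjusted p = 0.022 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and of 0.51 in CPN-/- CRY2 (standard error 0.15, adjusted p = 0.10). Pdk3 had log2 fold changes of −0.37 (standard error 0.10, adjusted p = 0.042) and −0.50 (standard error 0.10, adjusted p = 0.038) in the same test. Pdha1, of whose exons 603 bases overlap an exon of Map3k15 on the other strand, rose by 0.38 on the log2 scale in CPN-/- CRY1 (standard error 0.09, adjusted p = 0.028) but not detectably in CPN-/- CRY2, where the change was 0.01 (standard error 0.09, adjusted p = 0.94). The direct comparison of the CRY-expressing lines gave 0.36 for Pdha1 (adjusted p = 0.041). The calls of Pdk2, Pdk3 and Pdha1 against CPN-/- were lost when only the 4 libraries of a comparison were fitted, with adjusted p between 0.058 and 0.13, while the lowest value over the alternatives was 8.7e-05. The call of Pdha1 between the CRY-expressing lines was kept in the fit of 4 libraries and lost at an adjusted p under 0.01. It was also lost when the model had a term for the replicate number (adjusted p = 0.069). Pdhb, Dlat and Dld were not called, with log2 fold changes between −0.19 and 0.12 in both lines. Without replicate 2 of CPN-/-, that of Pdhb changed sign, to 0.01 in CPN-/- CRY1 and 0.08 in CPN-/- CRY2.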

PDK1 and LDHA mRNA were statistically significantly lower in CPN^−/−^ CRY1 and CPN^−/−^ CRY2 cell lines than in CPN^−/−^ cell line, consistent with the real-time reverse transcription PCR (real-time RT-PCR) analysis (Fig. 4*B*). 

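Pdk1 (NCBI Gene identifier 228026) lies on the forward strand of chromosome 2 of mm10, from 71873215 to 71903858, and its longest coding transcript has 11 exons. It had between 852 and 5025 counts per library. Its mRNA level was 161 ± 3.79 CPM (SD, n = 2) in CPN-/-, 28.5 ± 1.24 CPM in CPN-/- CRY1 and 60.1 ± 4.57 CPM in CPN-/- CRY2. The log2 fold change against CPN-/- was −2.49 in CPN-/- CRY1 (standard error 0.11, adjusted p = 8.8e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −1.42 in CPN-/- CRY2 (standard error 0.10, adjusted p = 7.4e-04). Pdk1 was also lower in CPN-/- CRY1 than in CPN-/- CRY2, with a log2 fold change of −1.07 (standard error 0.10, adjusted p = 0.0011 from the same test). With each library left out in turn, the log2 fold change stayed between −2.54 and −2.45 in CPN-/- CRY1 and between −1.50 and −1.34 in CPN-/- CRY2. No other annotated gene had a transcript stretch of at least 150 bases that was 95% identical to Pdk1.

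Ldha (NCBI Gene identifier 16828) lies on the forward strand of chromosome 7, from 46842274 to 46855627, and its longest coding transcript has 8 exons. It had between 20233 and 69149 counts per library, and 4 pseudogenes hold nearly identical sequence. Its level was 2316 ± 478 CPM (SD, n = 2) in CPN-/-, 667 ± 14.5 CPM in CPN-/- CRY1 and 976 ± 56.9 CPM in CPN-/- CRY2. The log2 fold change was −1.80 in CPN-/- CRY1 (standard error 0.16, adjusted p = 7.9e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −1.25 in CPN-/- CRY2 (standard error 0.15, adjusted p = 0.0054). The difference between the CRY-expressing lines, −0.55, did not pass the threshold (standard error 0.15, adjusted p = 0.054). The CPN-/- replicates were farther apart for Ldha than for Pdk1, and leaving out each library in turn gave log2 fold changes from −1.99 to −1.56 in CPN-/- CRY1 and from −1.44 to −1.01 in CPN-/- CRY2. Every library of the CRY-expressing lines was below both CPN-/- libraries for Pdk1 and for Ldha.

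**Figure D1:**
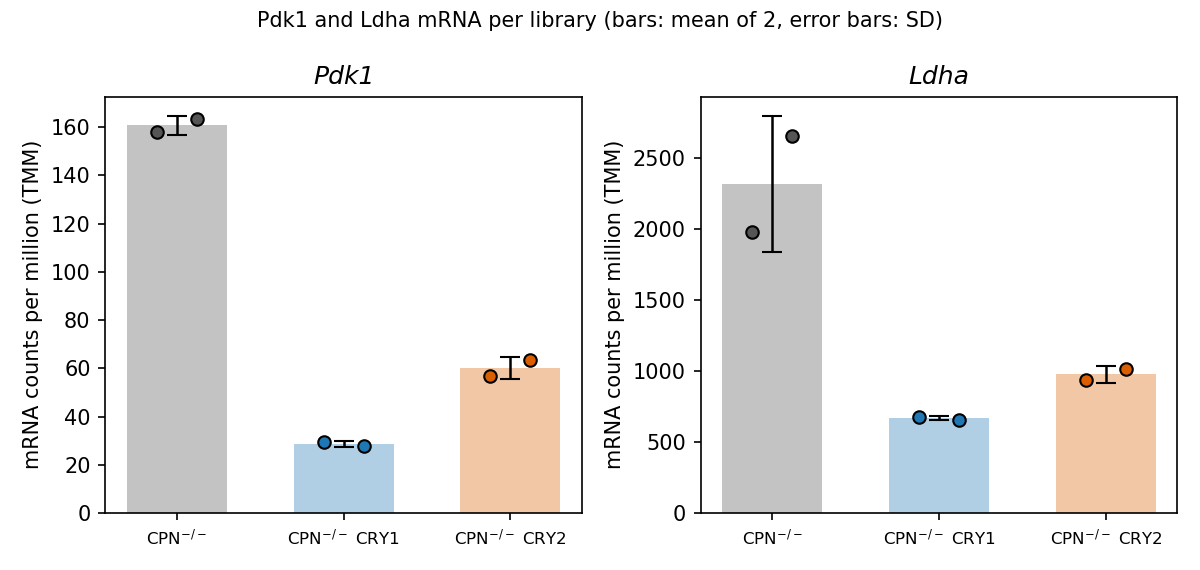
mRNA levels of Pdk1 and Ldha in CPM in the CPN-/-, CPN-/- CRY1 and CPN-/- CRY2 cell lines. Bars are means, error bars are SDs and points are the 2 libraries of each line; Pdk1 fell from 161 CPM in CPN-/- to 28.5 and 60.1 CPM, and Ldha from 2316 CPM to 667 and 976 CPM.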

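Ldhb (NCBI Gene identifier 16832), which encodes the other main subunit of lactate dehydrogenase, lies on the reverse strand of chromosome 6 of mm10, from 142490249 to 142507957. It was expressed at a lower level than Ldha, with between 98 and 559 counts per library, and 1 pseudogene holds nearly identical sequence. The Ldhb mRNA level was 18.5 ± 4.19 CPM (SD, n = 2) in CPN-/-, 3.39 ± 0.296 CPM in CPN-/- CRY1 and 9.83 ± 0.138 CPM in CPN-/- CRY2. Its log2 fold change against CPN-/- was −2.44 in CPN-/- CRY1 (standard error 0.19, adjusted p = 5.2e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −0.91 in CPN-/- CRY2 (standard error 0.17, adjusted p = 0.029). Ldhb was lower in CPN-/- CRY1 than in CPN-/- CRY2, with a log2 fold change of −1.53 (standard error 0.19, adjusted p = 0.0034 from the same test). The call in CPN-/- CRY2 was lost when only its own libraries and those of CPN-/- were fitted, with an adjusted p of 0.080 against a range of 3.2e-05 to 0.080 over the alternatives, s-values included. It was also lost at an adjusted p threshold of 0.01 and when a log2 fold change of at least 1 was required. Without replicate 2 of CPN-/-, the log2 fold change in CPN-/- CRY2 was −0.65, and without replicate 1 it was −1.13.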

LDHB mRNA was also statistically significantly lower in CPN^−/−^ CRY1 and CPN^−/−^ CRY2 cell lines, although there was no difference between CPN^−/−^ cell line and PN^−/−^ cell line, that expressed endogenous CRY1 and CRY2 proteins (Fig. 3). Previous BMAL1-ChIP cannot detect the binding of BMAL1 the promoter of Ldhb. The effects of CRY proteins on Pdk4 expression were complex. PDK4 mRNA was higher in the CPN^−/−^ CRY2 but not in the CPN^−/−^ CRY1 compared to the CPN^−/−^ suggesting that CRY2, but not CRY1, may enhance the expression. However, PN^−/−^ cell line expressing both CRY proteins inhibited the expression of Pdk4. Furthermore, we analyzed the pathways affected by CRY1 and CRY2 by gene set enrichment analysis (GSEA) of hallmark pathways (Table S2) and gene ontology enrichment analysis of KEGG pathways (Table S3). 

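Pdk4 (NCBI Gene identifier 27273) lies on the reverse strand of chromosome 6 of mm10, from 5483351 to 5496278, and had between 919 and 1739 counts per library. Its mRNA level was 36.0 ± 1.05 CPM (SD, n = 2) in CPN-/-, 48.2 ± 2.24 CPM in CPN-/- CRY1 and 62.9 ± 2.13 CPM in CPN-/- CRY2, and both libraries of each CRY-expressing line lay above both CPN-/- libraries. The log2 fold change was 0.81 in CPN-/- CRY2 (standard error 0.10, adjusted p = 0.0047 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.42 in CPN-/- CRY1 (standard error 0.10, adjusted p = 0.022). Pdk4 was lower in CPN-/- CRY1 than in CPN-/- CRY2, with a log2 fold change of −0.38 (standard error 0.10, adjusted p = 0.037 from the same test). This difference was no longer called when the model had a term for the replicate number (adjusted p = 0.060). The call in CPN-/- CRY1 was lost when only the CPN-/- and CPN-/- CRY1 libraries were fitted, with an adjusted p of 0.075 against a range of 1.8e-04 to 0.075 over the alternatives, s-values included. It was also lost at an adjusted p threshold of 0.01 and, as was the call in CPN-/- CRY2, when a log2 fold change of at least 1 was required.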

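Gene sets were compared between lines with the mouse Reactome collection that comes with the fgsea package, since the deposited data hold no hallmark or KEGG sets. The collection gave 829 sets with 10 to 500 tested genes. Its glycolysis set has 32 genes, of which 25 were tested, and 20 of these had lower mRNA levels in CPN-/- CRY1 and 20 in CPN-/- CRY2 than in CPN-/-. The median log2 fold change of the set was −0.46 in CPN-/- CRY1 and −0.56 in CPN-/- CRY2. The camera test of limma, with a preset correlation between genes of 0.01, gave an adjusted p of 0.0013 in CPN-/- CRY1 and of 2.8e-08 in CPN-/- CRY2, at ranks 18 and 12 of all sets. The set also passed under the fry test of limma, with adjusted p of 0.042 and 0.035, and under fgsea. It did not pass when camera estimated the correlation between genes, which gave adjusted p of 0.937 and 0.944, against a range over the alternatives of 2.2e-05 to 0.937 and of 5.2e-13 to 0.944. The unadjusted p of the set from camera were then 0.019 and 0.0061. The 19 members outside the 8 genes of Fig. 7 had a median of −0.10 in CPN-/- CRY1 and did not pass. In CPN-/- CRY2 these members had a median of −0.40 and passed. Of the set's genes, 13 were called lower and 1 higher in CPN-/- CRY1, and 11 were called lower in CPN-/- CRY2. Over all sets, camera called 85 in CPN-/- CRY1 and 128 in CPN-/- CRY2, of which 67 and 112 were lower, and fry called 18 and 21. With the estimated correlation 0 sets passed in either line, and 11 and 13 sets had an unadjusted p under 0.05.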

Glycolysis was one of the pathways affected by CRY1 and CRY2 in both analyses. Genes involved in different steps of glycolysis, including Pgm2, G6pc3, Gpi1, Pfkl, Aldoa, Tpi1, Pgk1, and Eno1, showed lower expression levels in the CPN^−/−^ CRY1 and CPN^−/−^ CRY2 cell lines compared to CPN^−/−^ cell line (Fig. 7). 

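The symbol Pgm2 has been used for 2 mouse genes. The gene whose fold changes are those plotted for Pgm2 in Fig. 7 is listed under NCBI Gene identifier 72157, whose present symbol is Pgm1 and which keeps Pgm2 as a synonym. Its log2 fold change was −0.87 in CPN-/- CRY1 (standard error 0.10, adjusted p = 0.0020 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −1.05 in CPN-/- CRY2 (standard error 0.10, adjusted p = 0.0021). The gene whose present symbol is Pgm2, with identifier 66681, had log2 fold changes of 0.07 (adjusted p = 0.62) and −0.16 (adjusted p = 0.33). Among the 8 genes of the text, the largest change in CPN-/- CRY1 was that of G6pc3. G6pc3, with 23 to 106 counts per library, had log2 fold changes of −2.22 in CPN-/- CRY1 (standard error 0.23, adjusted p = 0.0014) and −1.55 in CPN-/- CRY2 (standard error 0.22, adjusted p = 0.0092). In CPN-/- CRY2 the change of G6pc3 was smaller in size than that of Pgk1 with apeglm (−1.35 and −1.4), with ashr (−1.22 and −1.39), without replicate 1 of CPN-/- (−1.67 and −1.71) and without replicate 2 of CPN-/- CRY2 (−1.34 and −1.50). Pfkl had log2 fold changes of −1.78 (standard error 0.11, adjusted p = 2.3e-04) and −1.31 (standard error 0.10, adjusted p = 9.8e-04), and the direct comparison of the CRY-expressing lines gave −0.46 (adjusted p = 0.025). The log2 fold changes in CPN-/- CRY1 and CPN-/- CRY2 were −1.62 and −1.45 for Pgk1, −1.27 and −1.06 for Tpi1, −1.09 and −1.04 for Aldoa, −0.92 and −0.95 for Eno1, and −0.84 and −0.95 for Gpi1. These 5 genes were called in both lines, with adjusted p between 0.0017 and 0.0096, and their direct comparison between the CRY-expressing lines gave adjusted p of at least 0.40. Pgk1 has 4 other genes with nearly identical sequence and Eno1 has 3, and 741 bases of the exons of Gpi1 overlap an exon on the other strand. In both comparisons every one of the 8 genes kept its direction with each library left out in turn. From the lower levels at these steps, the paper proposes that CRY proteins inhibit glycolysis through several of its genes.

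**Figure D2:**
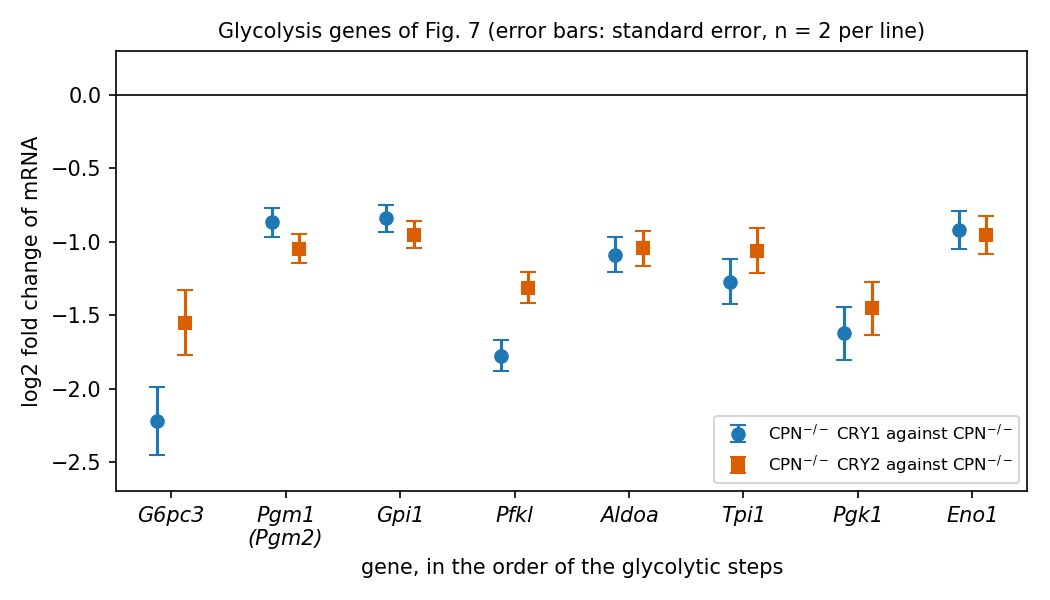
Log2 fold changes of the 8 glycolytic genes in CPN-/- CRY1 and CPN-/- CRY2 against CPN-/-. Circles (CPN-/- CRY1) and squares (CPN-/- CRY2) are log2 fold changes, and error bars are standard errors of the fitted model. All lie below 0, from −2.22 for G6pc3 in CPN-/- CRY1 to −0.84 for Gpi1 in CPN-/- CRY1.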

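Of the glycolytic enzyme genes that Fig. 7 does not name, 10 were examined, namely Hk1, Hk2, Pfkm, Pfkp, Aldoc, Gapdh, Pgam1, Eno2, Eno3 and Pkm. Their median log2 fold change was −0.42 in CPN-/- CRY1 and −0.55 in CPN-/- CRY2, and 9 of the 10 were lower in each line. In each line 4 were called, all lower. Adjusted over the list alone, 6 passed in each line, 5 of them lower in CPN-/- CRY1 and 6 in CPN-/- CRY2. Pkm had log2 fold changes of −0.71 in CPN-/- CRY1 (standard error 0.11, adjusted p = 0.0064 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −0.56 in CPN-/- CRY2 (standard error 0.11, adjusted p = 0.032). The log2 fold changes in CPN-/- CRY1 and CPN-/- CRY2 were −0.68 and −0.65 for Hk2 and −0.42 and −0.71 for Pgam1, and these genes were called in both lines. Pfkm was called lower in CPN-/- CRY1 alone, with a log2 fold change of −0.42, and Eno2 in CPN-/- CRY2 alone, with −0.56. When only the 4 libraries of a comparison were fitted, the calls of Pkm, Hk2 and Eno2 in CPN-/- CRY2 were lost, with adjusted p of 0.130, 0.105 and 0.108, and those of Pgam1 and Pfkm in CPN-/- CRY1, with 0.071 and 0.075. These were the highest values over the alternatives set at the start, and the lowest were between 1.5e-06 and 7.5e-04. None of the 8 calls was made when a log2 fold change of at least 1 was required, and at an adjusted p under 0.01 only those of Pkm in CPN-/- CRY1 and Pgam1 in CPN-/- CRY2 were made. Pfkm lies on chromosome 15 and Pgam1 on chromosome 19, whose genes had median log2 fold changes of −0.36 and 0.31 in CPN-/- CRY1. Gapdh, for which 79 other genes hold nearly identical sequence, had only 347 to 586 counts per library. Its log2 fold change was −0.46 in CPN-/- CRY1 (standard error 0.14, adjusted p = 0.055) and −0.55 in CPN-/- CRY2 (standard error 0.14, adjusted p = 0.080).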

Our data suggested that besides affecting the pyruvate conversion to lactate or acetyl-CoA through regulating Ldha and Pdk1 expression, CRY inhibits glycolysis by repressing the expression of multiple genes in glycolysis.

**Figure 6:**
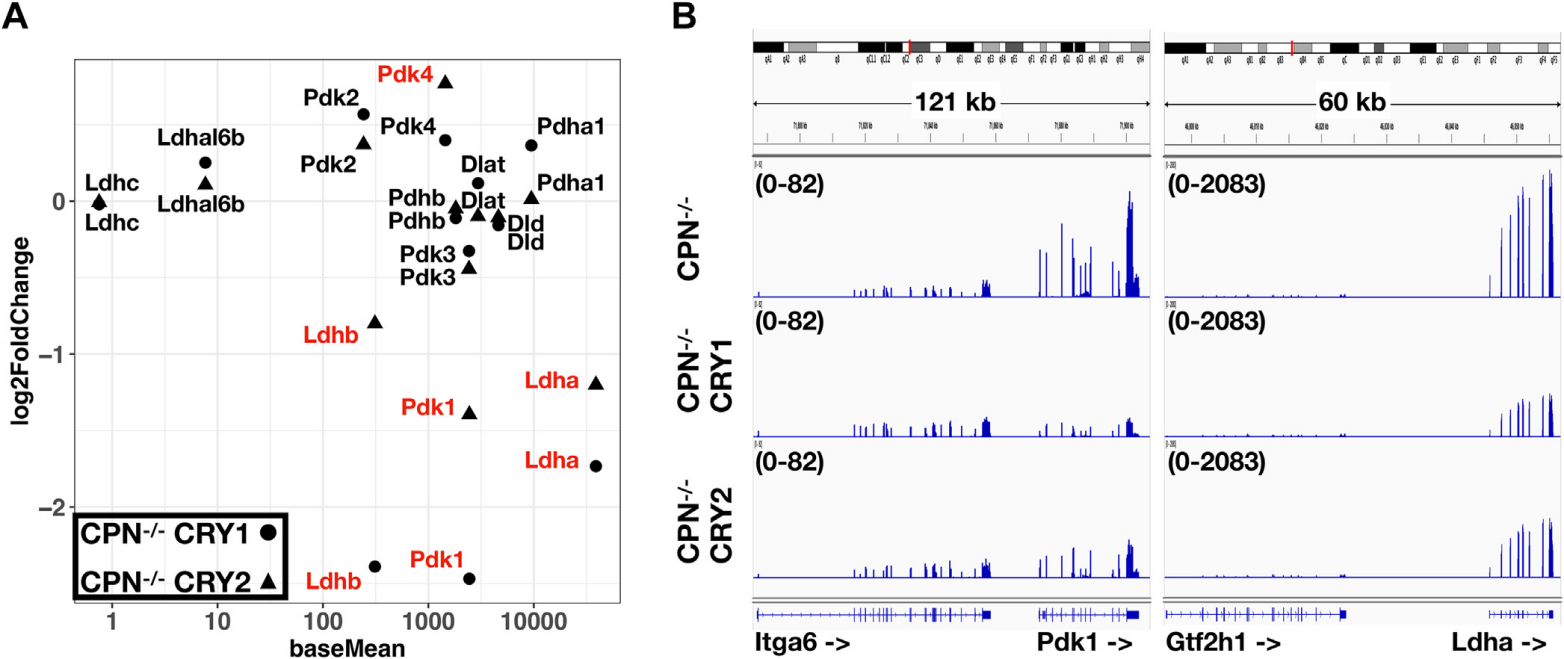
**RNA-seq data of CPN**^**−/−**^**CRY1, CPN**^**−/−**^**CRY2 and CPN**^**−/−**^**cells on selected metabolic genes.***A*, relative mRNA levels of selected metabolic genes between CPN^−/−^ CRY1 or CPN^−/−^ CRY2 *versus* CPN^−/−^ cell lines from mRNA sequencing data in this study were plotted. The *X*-axis (baseMean) represented the relative levels between different genes. The *Y*-axis (log2FoldChange) represented the relative levels of mRNAs in CPN^−/−^ CRY1 (*circle*) or CPN^−/−^ CRY2 (*triangle*) cells *versus* CPN^−/−^ cell line. Genes showed statistically significant differences in mRNA level compared to CPN^−/−^ cell line were marked (*red*). *B*, screenshots of mRNA-seq data in this study on the genome browsers at the regions of Pdk1 and Ldha genes are shown. Signal scales are shown in the *parenthesis*. CRY, cryptochrome; Ldha, lactate dehydrogenase A; Pdk, pyruvate dehydrogenase kinase.

**Figure 7:**
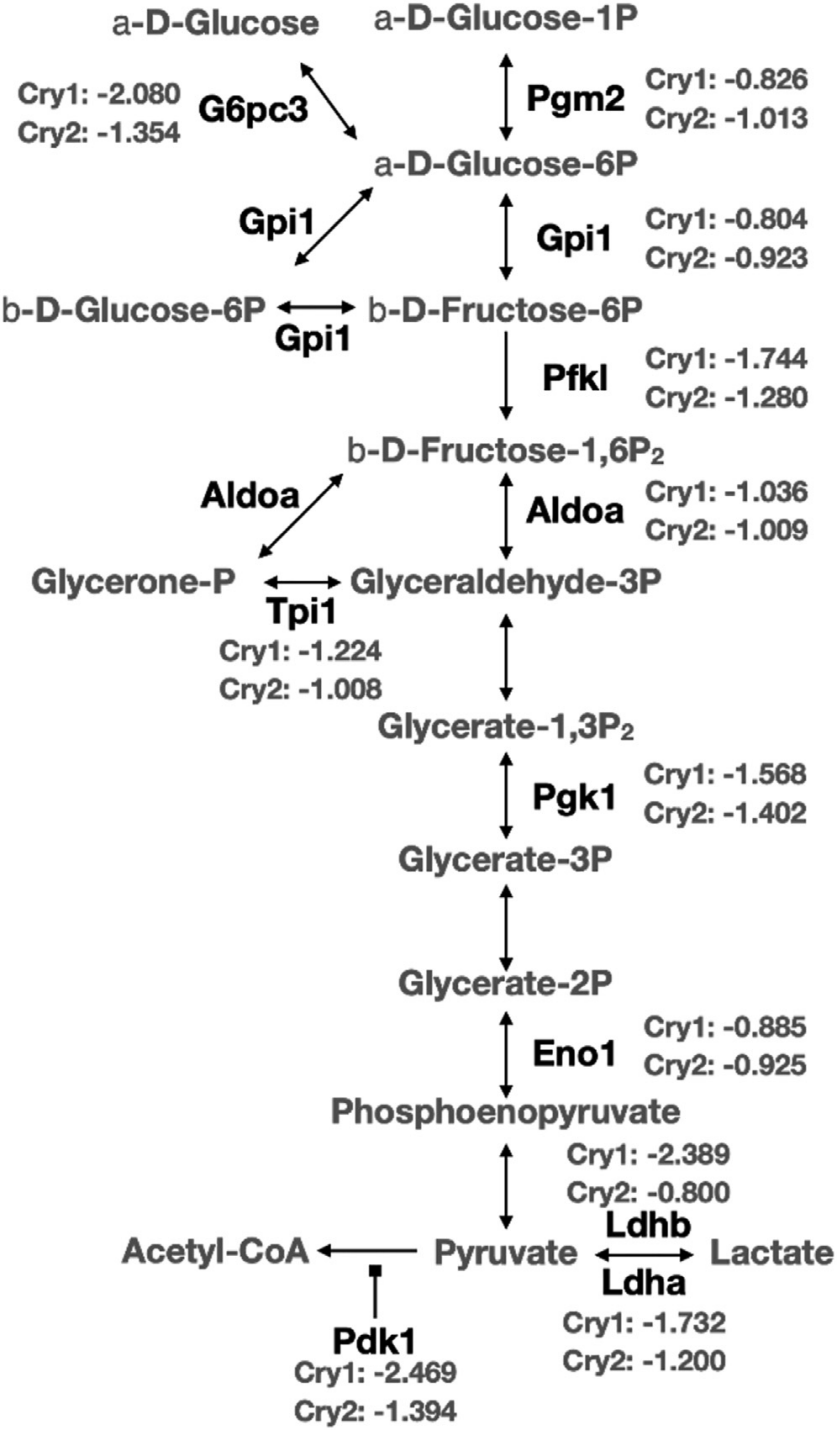
**Gene enrichment analysis of RNA-seq data from CPN**^**−/−**^**CRY1 and CPN**^**−/−**^**CRY2 cells *versus* RNA-seq data from CPN**^**−/−**^**cells.** Differentially expressed genes in the glycolysis pathway are shown. Relative expression levels of these genes in CPN^−/−^ CRY1 or CPN^−/−^ CRY2 cells *versus* CPN^−/−^ cells were expressed as log_2_ (Fold). CRY, cryptochrome.

### CPN^−/−^ CRY1 cell line use less glucose but are more sensitive to glucose starvation compared to CPN^−/−^ cell line

We observed that lactate production and glycolysis could be inhibited by CRY proteins through transcriptional regulation. We assumed that cells utilizing more glycolysis for ATP synthesis spend more glucose because of the low yield of ATP synthesis per glucose through glycolysis. This could mean that the changed glycolysis levels may affect the response of cells when glucose concentration decreases. We used resazurin assay to indirectly indicate the cell numbers of CPN^−/−^ and CPN^−/−^ CRY1 cell lines grown in media with different concentrations of glucose (Fig. 8*A*). Both cell lines showed decreased cell numbers when glucose concentration decreased. CPN^−/−^ CRY1 cell line was more sensitive to glucose starvation than CPN^−/−^ cell line. We next analyzed the glucose usage of CPN^−/−^ and CPN^−/−^ CRY1 cell lines by determining the remaining glucose concentration in the culture medium on different days. Glucose concentration decreased faster in the culture medium of CPN^−/−^ cell line than in the medium of CPN^−/−^ CRY1 cell line (Fig. 8*B*) suggesting that CPN^−/−^ utilized more glucose than CPN^−/−^ CRY1. We performed the same glucose usage analysis in the medium with low glucose concentration (0.45 g/l, 10% of regular medium). Similarly, CPN^−/−^ consumed more glucose than CPN^−/−^ CRY1 until the glucose was almost exhausted after 72 h (Fig. 8*C*).

**Figure 8:**
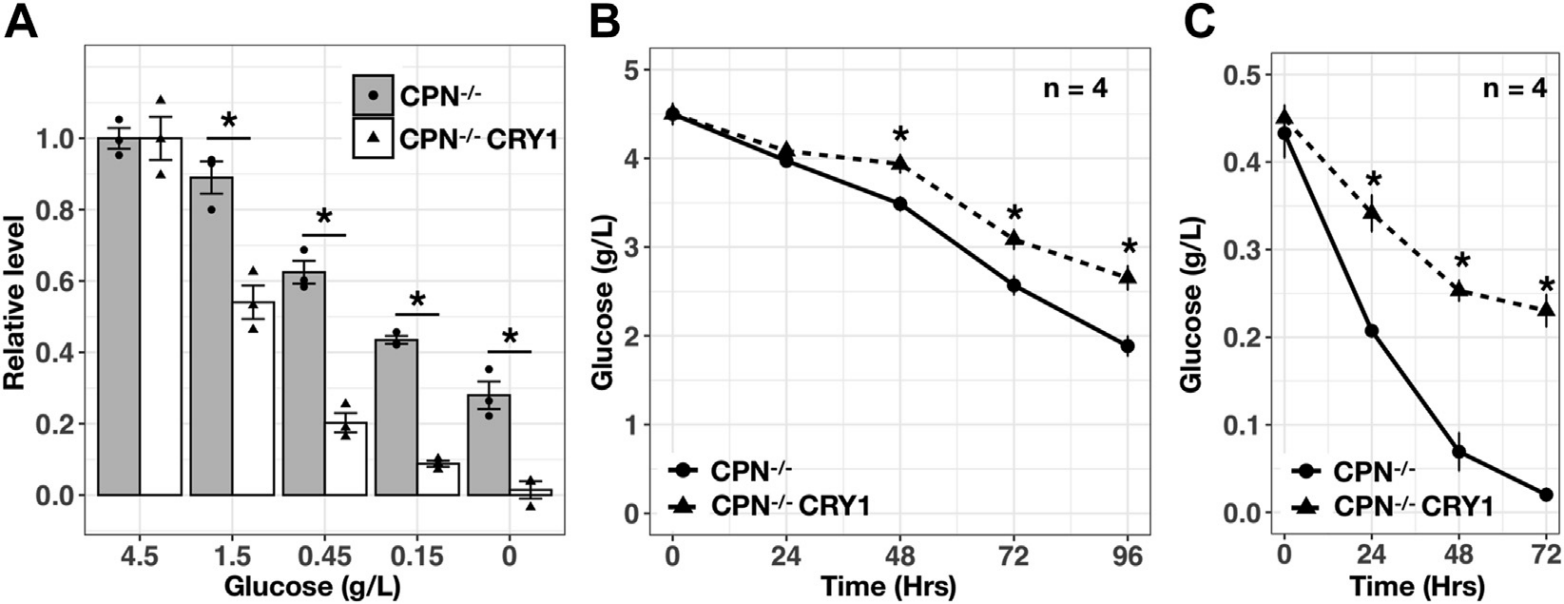
**Cell growth and glucose usage of CPN**^**−/−**^**and CPN**^**−/−**^**CRY1 cells at different glucose concentrations.***A*, cell numbers (indicated by Resazurin assay) of CPN^−/−^ and CPN^−/−^ CRY1 cell lines cultured in the medium with varying glucose concentrations compared to the cell numbers of these cell lines cultured in the high-glucose (4.5 g/l) medium. Results from four independent experiments were expressed as mean ± standard error. Individual data are shown as *dots*. Data with statistically significant differences to CPN^−/−^ cells was marked (∗, unpaired *t* test, *p* < 0.05). *B*, glucose concentrations in the medium collected 24, 48, 72, and 96 h after seeding were determined by colorimetric glucose assay and converted into g/l using culture medium without cells as standard (4.5 g/l). Data expressed as mean ± standard error (n = 4). Data with statistically significant differences to CPN^−/−^ cells was marked (∗, unpaired *t* test, *p* < 0.05). *C*, experiments were performed as in (*B*), but the glucose concentration in the original culture medium was 0.45 g/l. CRY, cryptochrome.

### CRY1 inhibits Pdk1 expression, PDH phosphorylation, glucose expenditure, and growth in MDA-MB-231 breast cancer cell line

Previous studies have indicated that circadian disruption is a known risk factor for breast cancer (34). Aerobic glycolysis, or the Warburg effect, is a common property of cancer cells (35). We attempted to test whether CRY1 could suppress the growth of cancer cells by decreasing glycolysis. For that purpose, we chose the MDA-MB-231 cell line (MB231), a representative cell line of triple-negative breast cancer, which lacks expression of estrogen receptor, progesterone receptor, and human epidermal growth factor receptor 2 (36). In addition, it has been reported that PDK1 level was positively correlated with the glycolysis level and the stemness in the MDA-MB-231 cell line (32).

We established a derivative MDA-MB-231 cell line that stably expresses exogenous human CRY1 (MB231+CRY1) as demonstrated by Western blot analysis (Fig. 9*A*) (slower migrating than the endogenous CRY1 due to the presence of molecular tags). The amount of total CRY1 protein level in MB231+CRY1 was less than the parental MB231 cell line. To validate the function of the exogenous CRY1 protein, we assessed the protein levels of core clock proteins including BMAL1, PER1, and PER2. Protein levels of PER1 and PER2 in MB231+CRY1 cell line were lower than in the MB231 cell line possibly due to the transcriptional repression of Per1 and Per2 by CRY1. Higher BMAL1 protein levels in the MB231+CRY1 cell line than in the MB231 cell line were expected because of the secondary effect of CRY1 on the Bmal1 expression by decreasing the transcription of Nr1d genes, and thus NR1D proteins. Decreased DBP mRNA, a known CLOCK-BMAL1 target gene, in MB231+CRY1 cell line (Fig. 9*B*) indicated the decreased CLOCK-BMAL1 activity by expressing CRY1. Notably, mRNA levels of CRY1, including endogenous and exogenous CRY1 mRNA, in MB231+CRY1 were more than 10-fold higher than in the parental cell line. Although endogenous Cry1 expression was repressed by the exogenous CRY1 protein (lower band in CRY1 Western blot data, Fig. 9*A*), posttranscriptional mechanisms caused the decreased total CRY1 proteins. Decreased PER protein levels in MB231+CRY1 cell line, leading to decreased CRY-PER interaction, may cause the instability of CRY1 (37).

**Figure 9:**
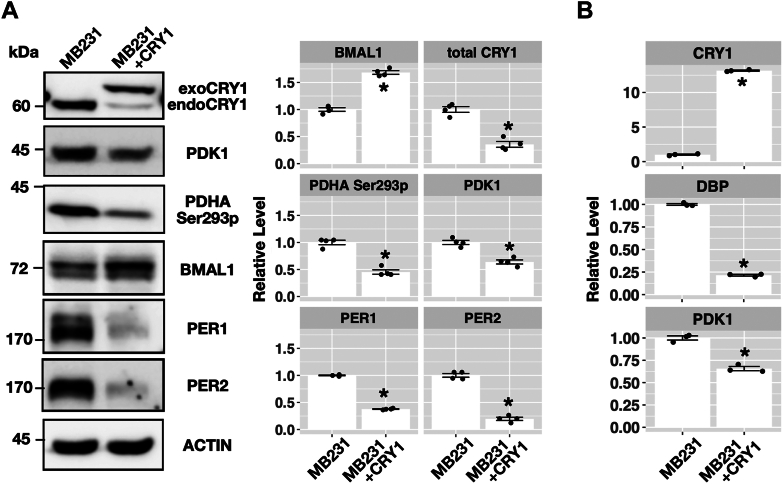
**Analysis of the influence of CRY1 on the expression of PDK1 in the MDA-MB231 cells.***A*, representative Western blot results of PDK1, PDH phosphorylation (PDHA Ser293p), BMAL1, PER1, PER2, and CRY1 in the MDA-MB-231 (MB231) cells and its derivative expressing exogenous CRY1 protein (MB231+CRY1). ACTIN served as the loading control. Relative protein levels were quantified and described as mean ± standard error. Data with statistically significant differences to MB231 cells was marked (∗, unpaired *t* test, *p* < 0.05). The decreased PER1 and PER2 proteins supported the activity of exogenous CRY1 protein. *B*, relative CRY1, PDK1, and DBP mRNA levels were quantified by real-time RT-PCR and expressed as mean ± standard error. Data with statistically significant differences to MB231 cells was marked (∗, unpaired *t* test, *p* < 0.05). Decreased DBP mRNA levels in MB231+CRY1 cells suggested the activity of exogenous CRY1 protein. BMAL1, brain and muscle ARNT-like 1; CRY, cryptochrome; DBP, D site albumin promoter binding protein; PDH, pyruvate dehydrogenase; Pdk, pyruvate dehydrogenase kinase; RT-PCR, reverse transcription PCR.

As in CPN^−/−^ CRY1 cell line, constitutively expressed CRY1 in MB231+CRY1 cell line led to decreased mRNA and protein levels of PDK1 (Fig. 9, *A* and *B*). It was previously shown that PDH subunit E1A serine 293 phosphorylation (PDHA Ser293p) contributed to the inactivation of PDH, a process that could be catalyzed by PDK1 (38). In MB231+CRY1 cell line, phosphorylation of PDHA Ser293 was also lower than in the MB231 cell line (Fig. 9*A*) suggesting that decreased PDK1 expression by CRY1 increases the PDH activity by decreasing the phosphorylation. We also analyzed the glucose expenditure of MB231+CRY1 compared to its parental cell line. As in the CPN^−/−^ CRY1 cell line, expressing CRY1 in MB231+CRY1 cell line decreased the rate of glucose usage (Fig. 10*A*). The decreased glucose expenditure was also associated with the lower cell growth rate determined by resazurin assay or direct cell counting (Fig. 10*B*).

**Figure 10:**
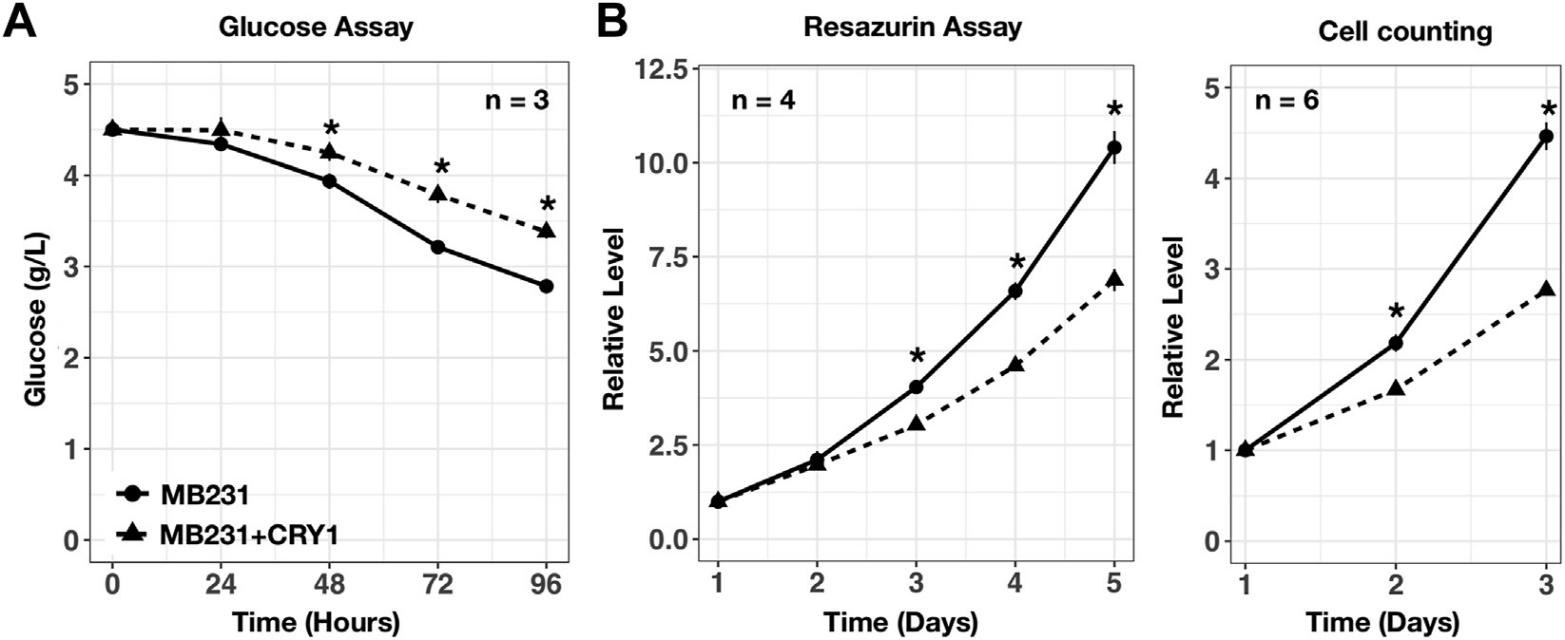
**Glucose usage and cell growth in MB231 and MB231+CRY1 cells.***A*, glucose concentrations in the medium collected 24, 48, 72, and 96 h after seeding were determined by colorimetric assay and converted into g/l using culture medium without cells as standard (4.5 g/l). Data expressed as mean ± standard error (n = 3). Data with statistically significant differences to MB231 cells was marked (∗, unpaired *t* test, *p* < 0.05). *B*, cell growth of MB-231 and MB231+CRY1 cells was estimated by Resazurin assay (*left panel*) and cell counting (*right panel*). Results were expressed as mean ± standard error. Data with statistically significant differences to MB231 cells was marked (∗, unpaired *t* test, *p* < 0.05). CRY, cryptochrome.

Tumor cells growing in a three-dimensional environment can better mimic the architecture and cell-cell interaction *in vivo* than growing on a two-dimensional plate. This could be tested using ultra-low attachment plates. We found that MB231 cells formed bigger cell clusters than MB231+CRY1 cells under the same culture condition (Fig. 11*A*). We also analyzed whether the CRY1-induced decrease of PDK1 could be observed in the MB231+CRY1 cell line that grew in suspension conditions. Using Western blot analysis, we found less PDK1 protein in MB231+CRY1 cell line than in MB231 cell line in adhesion and suspension cultures. In addition, both cell lines expressed less CRY1 and more PDHA Ser293 phosphorylation when grown in suspension compared to growth in adhesion conditions. In MB231+CRY1 cell line, decreased CRY1 protein in suspension culture was associated with the higher expression of PDK1, PER2, and PDHA Ser293 phosphorylation (Fig. 11*B*). We also performed experiments using another breast cancer cell line, MCF-7, to analyze the correlation between CRY1 and PDK1 proteins. Like MB231+CRY1 cell line, in MCF-7 cell line, decreased CRY1 protein in suspension culture was associated with increased PDK1 protein and PDHA Ser293 phosphorylation (Fig. S2*A*). In addition, we also observed that PDK1 and CRY1 proteins in MCF-7 cell line responded reversely after serum synchronization (Fig. S2*B*). These data suggested that CRY1 protein can affect the expression of PDK1 and, thus, the change in cell growth. The data also suggested that cells could adapt to environmental changes by modulating the PDK1 through CRY1.

**Figure 11:**
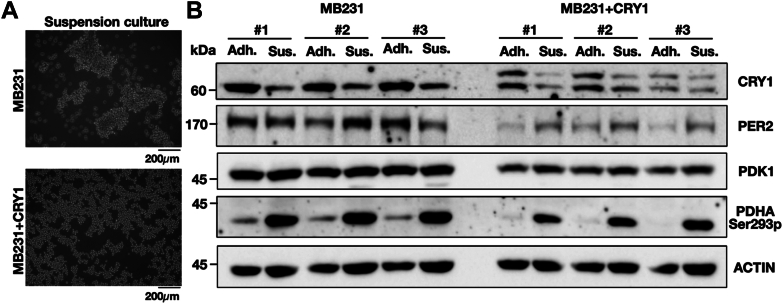
**Analysis of CRY1, PER2, and PDK1 protein levels and PDH phosphorylation of MB231 and MB231+CRY1 cells in adhesion or suspension culture.***A*, representative images of MB231 and MB231+CRY1 cells grown in suspension are shown. The scale bar in the images corresponds to a length of 200 mm. *B*, Western blot results of PDK1, PDH phosphorylation (PDHA Ser293p), PER2, and CRY1 in the MB231 cells and MB231+CRY1 cells grown in adhesion (Adh.) or suspension (Sus.) are shown. ACTIN served as the loading control. Three independent cell sets (#1, #2 and #3) were collected and analyzed. CRY, cryptochrome; PDH, pyruvate dehydrogenase; Pdk, pyruvate dehydrogenase kinase.

## Discussion

### CRY proteins shifted glucose metabolism from glycolysis to the TCA cycle

The circadian clock generates the daily rhythmicity of many biological processes. Glucose is essential for most cells to provide energy or intermediates for other biomolecules through different metabolic pathways. Circadian control of glucose homeostasis *in vivo* has previously been discussed (39, 40, 41). The mechanisms include central clock-controlled behaviors, feeding and sleep, and metabolic rhythmicity through peripheral clocks in the liver, pancreas, adipose tissue, and muscles. However, whether circadian control of glucose metabolism happens at the cellular level and if so, its understanding is unknown. Our study here provides additional data showing evidence that CRY proteins (CRY1 and CRY2) could inhibit the expression of Pdk1, Ldha, and other genes involved in glycolytic pathways suggesting that the core clock mechanism contributes to the glucose metabolic switch in mammalian cells.

Here, we proposed a time-dependent regulatory model of cellular glucose metabolism based on the TTFL model, since CRY can inhibit glycolysis combined with the relative quantity and the distinct regulatory mechanism of CRY and PER proteins (Fig. 12). Mice are physically active after light-off (Zeitgeber time, ZT 12) and inactive after light-on (ZT 0) in a regular 12-h light and 12-h dark environment (42). CLOCK-BMAL1 shows maximal activity for transcriptional activation of clock genes hours before light-off (ZT 8–ZT 12). Then, PER protein accumulates and reaches the maximal level around ZT 16 to ZT 20. CRY protein accumulates with some delay due to the transcriptional repression by NR1D proteins. CRY-PER complex displaces CLOCK-BMAL1 from promoters of target genes and increases the sensitivity of Pdk1 expression to noncircadian regulators. Because PER protein reduces the level of its own, but not CRY, more CRY protein accumulates relative to PER at the late physically active phase and early inactive phase (ZT 0–ZT 4). CRY protein downregulates the expression of Pdk1 and shifts the glucose metabolism toward the TCA cycle. CRY protein reduces the levels of PER, CRY, and NR1D, recovering the activity of CLOCK-BMAL1, and the glucose metabolism shifts again from the TCA cycle toward glycolysis. The cycle restarts when the CRY level reaches the trough, and the CLOCK-BMAL1 activity reaches the peak (ZT 8–ZT 12). We hypothesize that cells can control glucose metabolism in clock-dependent and clock-independent ways. During the physically active phase, clock-independent regulation is the predominant one responding to divergent external cues. During the inactive phase, external stimuli were relatively homeostatic. The clock-dependent regulation generates the time-specific balance of glucose utilization between glycolysis and the TCA cycle.

**Figure 12:**
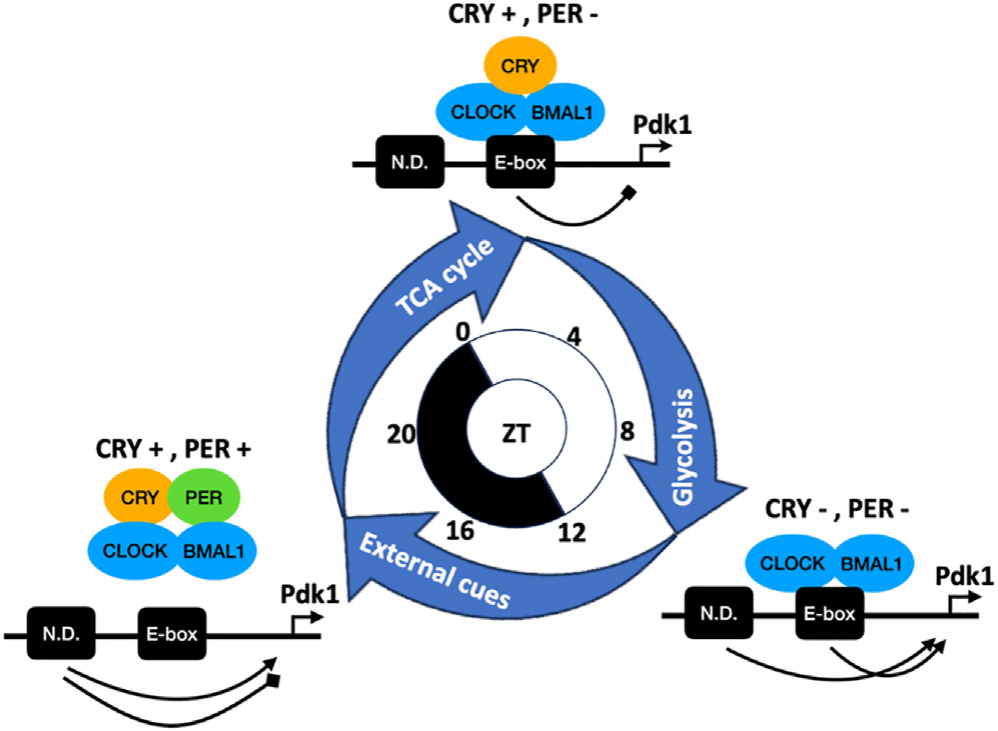
**The model of regulations of glucose metabolic pathways by the circadian clock's transcription-translation feedback loop (TTFL).** This model describes how CLOCK-BMAL1 dimer, CRY, and PER can regulate the expression of metabolic regulator Pdk1 and modulate the glucose metabolic pathways at different times of the day. Protein complexes associated with specific Zeitgeber time (ZT) in the 12-h light/12-h dark condition are proposed according to the abundance of CRY and PER in the cell nuclei of mouse liver. When mice become physically active after light-off (ZT 12), Pdk1 expression can be either activated (*arrow-head*) or repressed (*diamond-head*) through not-yet-defined (N. D.) elements in its promoter responding to external cues. CLOCK-BMAL1 gradually decreases the control of Pdk1 expression because the accumulation of the CRY-PER complex displaces its binding on the E-box element (ZT 16–20). Because expression of the Cry gene, but not the Per gene, is not CLOCK-BMAL1-dependent, accumulated CRY protein represses Pdk1 expression, shifting the metabolic pathways to TCA-dominated. After CRY protein reaches the peak level (ZT 0–4), the feedback regulation in the TTFL (through CRY-CLOCK-BMAL1) will decrease it again. CRY-mediated repression of Pdk1 is released and redirects the metabolic pathways to glycolysis-dominated. When the CRY protein level drops to the trough (ZT 8–12), CLOCK-BMAL1 activates the transcription of Per, and a new regulation cycle starts. BMAL1, brain and muscle ARNT-like 1; CLOCK, circadian locomotor output cycles kaput; Pdk, pyruvate dehydrogenase kinase.

### Rhythmicity of Pdk1 expression in the mammalian circadian system

In this study, we showed that CRY proteins could repress the expression of Pdk1 in a noncircadian cell system. Because CRY1 and CRY2 were core TTFL proteins with oscillated protein levels, and Pdk1 expression is regulated by the CRY protein, we expected that Pdk1 might be a circadian gene having rhythmic expression. We searched the CIRCA database (43) to understand whether the rhythmic expression of Pdk1 could be observed in the mammalian circadian system. From the CIRCA database, rhythmic mRNA levels could be detected in the liver and aorta (JTK Q-value < 0.05) of mice and the artery, colon, and epidermis (false discovery rate < 0.05) of humans. We also searched another data set of time-series RNA sequencing data from different mouse tissues (GSE54651) (1). Pdk1 expression showed rhythmicity in the brain stem, kidney and liver by analyzing this dataset using the meta2D method of MetaCycle (44). This information suggested that Pdk1 expression could be regulated by the circadian clock at least in some tissues. However, we cannot know whether the regulation by the core clock is sufficient to generate the rhythmicity of Pdk1 *in vivo*. In another way, divergent environmental stimulations in the physically active phase increased the difficulty of identifying the rhythmicity of Pdk1. Further studies focusing on the time between the early and late rest phase with different CRY levels but under constant environmental conditions would be informative to understand the influence of CRY on the Pdk1 expression and the glucose metabolism *in vivo*.

### Cross talk of the clock and oxygen in the regulation of glycolysis

Oxygen is a key factor in regulating glycolysis. When the oxygen level is insufficient, the hypoxia signaling pathways will become activated and trigger the anaerobic glycolysis to provide sufficient ATP (27). HIF1α is essential for this metabolic shift by activating the transcription of genes for glycolysis, including Ldha (45), and Pdk1 (46). In contrast, in this study we found that CRY proteins repress the transcription of Ldha and Pdk1. Although the mechanism of how HIF1α and the core clock coregulate Pdk1 or glycolysis is unclear, the reciprocal regulation of the circadian clock and hypoxia has been observed. BMAL1 may regulate HIF1α downstream genes by regulating HIF1α transcription because BMAL1 can bind to the promoter of HIF1α and activate its transcription (28). In addition, BMAL1 cistrome and HIF1α cistrome partially overlap, and the expression of 10 to 20 percent hypoxia-responsive genes oscillated with daylight pattern, suggesting the cross talk between the circadian clock and the hypoxia responses (28, 31). Besides interacting with CLOCK-BMAL1, CRY proteins have been reported to interact with HIF1α providing an additional mechanism of how the circadian clock affects hypoxic response (21, 47). In this study, we found that CRY protein could downregulate the expression and Pdk1, Ldha, and glycolytic genes under normal oxygen concentration. In this condition, we did not observe the difference in HIF1α mRNA from our mRNA-seq data between the CPN^−/−^ and CPN^−/−^ CRY1 cell lines. Thus, we thought the repression of glycolytic genes by the CRY protein in this study was not HIF1-dependent. These genes can be regulated by both the circadian clock through the TTFL and the oxygen concentration through the HIF1α pathway. 

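Hif1a (NCBI Gene identifier 15251), which encodes HIF1α, lies on the forward strand of chromosome 12 of mm10, from 73901324 to 73947554. It had between 7360 and 11781 counts per library, and 330 bases of its exons overlap an exon on the other strand. Its mRNA level was 326 ± 62.2 CPM (SD, n = 2) in CPN-/-, 245 ± 2.36 CPM in CPN-/- CRY1 and 352 ± 0.200 CPM in CPN-/- CRY2. The log2 fold change against CPN-/- was −0.41 in CPN-/- CRY1 (standard error 0.14, adjusted p = 0.070 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.11 in CPN-/- CRY2 (standard error 0.14, adjusted p = 0.63). Hif1a was lower in CPN-/- CRY1 than in CPN-/- CRY2, with a log2 fold change of −0.52 (standard error 0.14, adjusted p = 0.046 from the same test), a call that was lost when at least 10 counts in every library were required (adjusted p = 0.053, the highest of a range from 2.7e-09). The comparison of CPN-/- CRY1 with CPN-/- passed the threshold with DESeq2's Wald test, at an adjusted p of 0.046, and with apeglm and ashr s-values. Over the alternatives set at the start, s-values included, the range was 0.0020 to 0.147. This comparison also passed after the trends with length, or with length and GC content, were removed, which were alternatives chosen after seeing the data. It depended on the CPN-/- replicates, as the log2 fold change was −0.20 without replicate 1 and −0.59 without replicate 2. From the absence of a difference in HIF1α mRNA between CPN-/- and CPN-/- CRY1, the paper reasons that the repression of glycolytic genes was not HIF1-dependent.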

Further studies are needed to understand whether the HIF1α could activate CRY-mediated repression of Pdk1 and whether CRY could repress HIF1-induced Pdk1 expression to dissect the mechanism of glycolysis regulation.

### Role of CRY in the Warburg effect of cancer

Many tumor cells have a characteristic preference to convert glucose to lactate through glycolysis even under normal oxygen concentration, called aerobic glycolysis or the Warburg effect (35). Researchers endeavor to target the Warburg effect for cancer treatment by remodeling the metabolism of the cancer cells (48, 49). Aerobic glycolysis in cancer cells involves changes in multiple regulatory networks and the transcriptional activation of key enzymes regulating glycolysis, including Ldha and Pdk1 (50). The role of the core clock mechanism, the TTFL, in aerobic glycolysis is unclear. Rhythmicity of Bmal1 and Per2 promoters in MDA-MB-231 breast cancer cells after serum synchronization could not be observed (51). The inability of synchronization may reflect the dysfunction of the TTFL in this cancer cell line. The CPN^−/−^ cells showed similar phenotypes as aerobic glycolysis including more lactate production and the transcriptional activation of genes for glycolysis. However, loss of CRY expression may not be the cause of increased PDK1 expression in the MDA-MB-231 cells because exogenous expression of CRY1 did not cause the increase of total CRY1 protein level but inhibited the expression of PDK1 probably by decreasing the PER1 and PER2 protein to enhance the CRY activity (Fig. 9). Although the oncogenic function of CRY1 has been proposed by regulating DNA repair (52), the possibility that CRY1 could repress aerobic glycolysis observed in cancer cells could not be excluded. Similarly, we do not claim that CRY1 is a tumor suppressor gene because glycolysis is one of the cellular functions controlled by the circadian clock. Different functions controlled by the circadian clock could contribute differently to cancer cells. Furthermore, the rhythmicity and the interconnect feedback regulation of the proteins in the TTFL complicate the interpretation of the correlation between their expression and diseases. Whether CRY1 could be a novel target for cancer cell metabolism needs to be further evaluated *in vivo*.

## Experimental procedures

### Cell lines and cell cultures

All cell lines in this study were maintained using the Dulbecco's modified Eagle's medium (DMEM) medium with 4.5 g/l glucose (GIBCO) supplement with 10% fetal bovine serum in a humidified at 37 °C with 5% CO_2_. When experiments require media with different glucose concentrations, glucose-free DMEM (GIBCO) was mixed with high-glucose DMEM (4.5 g/l) to change the glucose concentration in the medium. Cell lines were validated mycoplasma-free by 4′,6-diamidino-2-phenylindole staining.

The Cry1/2^−/−^, Per1/2^−/−^, Nr1d1/2^−/−^ (CPN^−/−^) (26) was used as the parental cell line to generate CPN^−/−^ CRY1 and CPN^−/−^ CRY2 cell lines. The DNA fragments of mouse Cry1 and Cry2 were PCR-amplified from the complementary DNA (cDNA) library of the PER1/2^−/−^, NR1D1/2^−/−^ (PN^−/−^) cell line (8) mouse embryonic fibroblast expressing endogenous CRY1 and CRY2. Both DNA fragments were inserted into the pWZL-blast vector by restriction enzyme digestion and ligation. Retrovirus carrying CRY1 or CRY2 genes were prepared and infected CPN^−/−^ cell line. CPN^−/−^ CRY1 and CPN^−/−^ CRY2 cell lines were selected as single colonies by blasticidin (5 μg/ml). Expression of CRY1 or CRY2 was assayed using Western blot.

The MDA-MB-231 (MB231) and MCF-7 breast cancer cell lines were purchased from the Bioresource Collection and Research Center in Taiwan. To generate MDA-MB-231 cells expressing exogenous human CRY1 (MB231+CRY1), human Cry1 cDNA was cloned from the cDNA library of HEK293T human embryonic kidney cells into pcDNA4-Myc-His vector. The vector carrying the human Cry1 gene was transfected into MB231 and cells resistant to the zeocin after transfecting this plasmid were selected as single colonies by zeocin (200 μg/ml). Expression of exogenous CRY1 could be detected in Western blot as a slower migrated band than endogenous CRY1 protein due to the fusion of molecular tags (Myc and His tags).

The method used to synchronize the MCF-7 cell line refers to the published protocol (51). Cells grown to confluent were starved in the serum-free medium for 12 h and then were shocked with the medium containing 50% fetal bovine serum for 2 h. After synchronization, cells were kept in the serum-free medium at 37 °C and collected at different times.

For the suspension culture of MB231, MB231+CRY1, and MCF-7 cell lines, we used ultra-low attachment cell culture dishes that cells could not attach (Bioinert plate, Cat. No: 81150, from ibidi GmbH).

### Measurement of lactate and glucose concentration in the cell culture medium

We used enzyme-mediated colorimetric assays to determine the lactate (ab65330, Abcam) and glucose (ab102517, Abcam) following the instructions of the products. Cell culture media (0.5% v/v) were collected at different times and stored at −80 °C until finishing the collection of all time points. Medium samples were 10-fold diluted with PBS before performing the assay to reduce the influence of other ingredients in the medium. For the lactate assay, we used the lactate standard provided by the kit to convert the absorbance of light to lactate concentration. For the glucose assay, we used the high-glucose DMEM and glucose-free DMEM to prepare the glucose standard in DMEM for conversion of the absorbance of light to lactate concentration.

### RNA sequencing analysis

Two RNA sequencing data sets were used in this study. One has been published (GSE157946) (26) with mRNA sequencing data from CPN^−/−^ and PN^−/−^ cell lines. Another data set was generated in this study containing mRNA sequencing data from CPN^−/−^, CPN^−/−^ CRY1, and CPN^−/−^ CRY2 cell lines. Total RNA from these cells was prepared when the cells were around 80% confluent using Trizol RNA reagent (Zymo Research) and the Direct-zol RNA Mini Kit (Zymo Research) following the instructions. PolyA-RNA was enriched, and the DNA library was generated using TruSeq stranded mRNA preparation kit (Illumina) and sequenced using Illumina HiSeq 4000 (paired-end, 150 bp) in Genomics. Two independent RNA preparations for each cell line were sequenced.

Sequences were mapped to the mouse genome (mm10) using RNA STAR (Galaxy 2.6.0b-1) (53). The numbers of mapped reads of each gene were counted using featureCounts (Galaxy 1.6.0.6) (54). Counts of sequencing read were further used for differential gene expression analysis using Deseq2 (1.22.2) (55) in the R program (https://www.r-project.org/). Log2FoldChange compared to CPN^−/−^ represents the difference in gene expression. Normalized read counts mapped to different genes (baseMean) were a reference of relative expression levels between genes in all samples. To visualize the sequencing results, mapped reads were separated into two strands, normalized to the sequencing depth and then converted into the file for genome browsers as mentioned in the previous research (26).

For pathway analysis, R packages “fgsea” (56) for GSEA and “clusterProfiler” (57) were used. The mouse version of gene sets of hallmark pathways from the Molecular Signature Database was downloaded from the website of the bioinformatics service at Walter and Eliza Hall Institutes of Medical Research.

### ChIP and real-time PCR

Total RNA was purified using the DirectZol RNA Miniprep kit (Zymo Research). RNA concentration was determined by Qubit RNA HS kit (Thermo Fisher Scientific). cDNA was prepared from the same amount of total RNA using the PrimeScript RT Reagent kit (Takara Bio). Real-time PCR analysis was performed using iQ SYBR Green Supermix and CFX96 Real-Time PCR Detection System (Bio-Rad Laboratories). The relative levels of genes were first normalized to the internal control gene, Gapdh, and then compared to the reference cell line (CPN^−/−^ or MDA-MB-231).

The ChIP experiment followed the same protocol in our previous study with minor modifications (8) due to the different sonicators. Instead of the radioimmunoprecipitation assay buffer in the previous protocol, 1% SDS was used for DNA fragmentation by sonication using Biorupter (Diagenode). BMAL1 antibody (Bethyl) and the CRY1 antibody (7) were used to pull-down DNA fragments bound by BMAL1 or CRY1. Rabbit immunoglobulin G and rat immunoglobulin M were used as the isotype controls of BMAL1 and CRY1 antibodies in the immunoprecipitation step, respectively. DNA fragments collected before and after immunoprecipitation were quantified using real-time PCR after reverse-crosslinking and protein removal.

Sequences of primers for quantification of RNA and DNA levels using real-time PCR in this study are provided in the supporting information (Table S4).

### Antibodies and Western blot

Cells were either collected from the plate by scraping (adhesion culture) or from the culture medium by centrifugation (suspension culture). After PBS wash, cells were lysed with radioimmunoprecipitation assay buffer (50 mM Tris-Cl pH 8.0150 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% SDS, and 0.1% sodium deoxycholate). After centrifugation (15,000*g* for 15 min), supernatants were collected, and the protein concentrations of lysates were determined by the QuantiChrom Total Protein Assay Kit (BioAssay System). Equal amounts of proteins from samples were separated by SDS-PAGE, and the target proteins were detected using Western blot. The Western blot results were collected using the ChemiDoc Imaging System (Bio-Rad Laboratories) and quantified by the Image Lab software (Bio-Rad Laboratories). Signals were first normalized to the loading control (ACTIN) and then expressed as the relative levels to reference cell line.

The antibody for detecting mouse CRY1 was described (26). Antibodies for the detection of mouse and human BMAL1 (Bethyl Laboratories, A302-616A), human CRY1 (Bethyl Laboratories, A302-614A), mouse and human CRY2 (Invitrogen, MA5-37755), human PER1 (Genetex, GTX128966), human PER2 (Genetex, GTX129688), mouse and human PDK1 (Abcam, ab202468), human PDHA Ser293 phosphorylation (EMD Millipore, ABS204), and ACTIN (Genetex, GTX629630) were from commercial sources. The specificity of the antibodies was evaluated by the detection of a single band at the expected molecular weight of the target protein.

## Data availability

The mRNA-Seq datasets from CPN^−/−^, CPN^−/−^ CRY1, and CPN^−/−^ CRY2 cell lines in this study can be found in the Gene Expression Omnibus (GEO) repository. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE246853.

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

## Figures and Tables

**Supplemental Figure S1:**
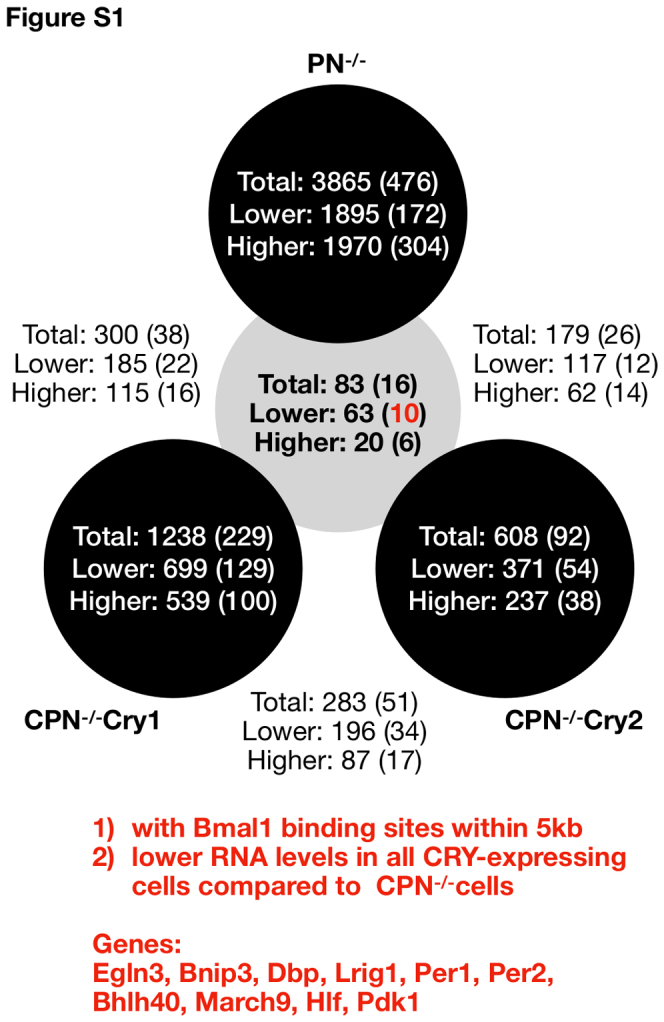

**Supplemental Figure S2:**
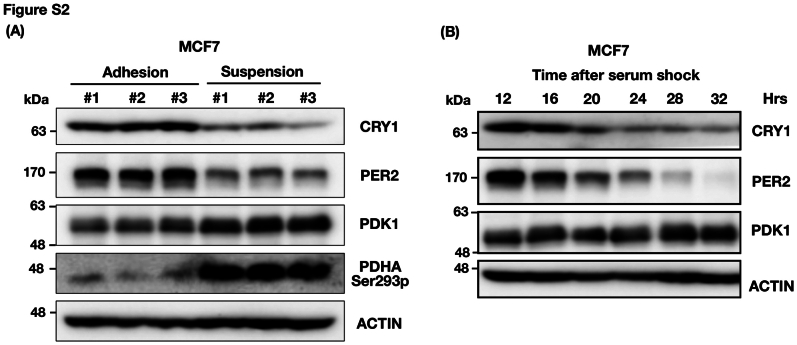

# Supplementary material for: Circadian modulation of glucose utilization via CRY1-mediated repression of Pdk1 expression
**Source:** J Biol Chem. 2024 Jan 8;300(2):105637. doi: 10.1016/j.jbc.2024.105637
**Supplement:** Supplemental Tables and Figures Legend

**Table S1: Relative gene expression in PN^-/-^, CPN^-/-^ CRY1and CPN^-/-^ CRY2 cell lines compared to CPN^-/-^ CRY1 cell line**

Relative mRNA levels of 27,179 annotated genes in PN^-/-^, CPN^-/-^ CRY1, and CPN^-/-^ CRY2 cell lines compared to CPN^-/-^ CRY1 cell line were provided. “NA” indicates no reads mapped to the gene in the dataset. Relative mRNA levels and statistical significance are expressed as “log2FoldChange” and “svalue”. Genes overlapped with the BMAL1-ChIP-seq (GSE93318) are marked as “YES” in the last column.

**Table S2: Pathways affected by CRY1 and CRY2 by Gene-Set-Enrichment analysis (GSEA)**

Hallmark pathways with significant differences between CPN^-/-^ CRY1 and CPN^-/-^ cell lines or between CPN^-/-^ CRY2 and CPN^-/-^ cell lines were analyzed by Gene Set Enrichment analysis. The enrichment score (ES) and the adjusted p-value (padj) of both comparisons are provided.

**Table S3: Pathways affected by CRY1 and CRY2 by KEGG Enrichment analysis**

Genes showed statistically significant differences in expression between CPN^-/-^ CRY1 and CPN^-/-^ cell lines or between CPN^-/-^ CRY2 and CPN^-/-^ cell lines were analyzed by KEGG enrichment analysis. The ratio of differentially expressed genes in specific pathways (Gene Ratio) and the adjusted p-value (padj) of both comparisons are provided.

**Table S4: Primers used in real-time PCR**

Sequences of primers used in the real-time PCR to quantify DNA fragments from ChIP experiments and cDNA fragments from RNA are provided. The first character in the symbol represents the species. For example, mPDK1 represents the primer set for mouse PDK1 RNA. Symbols with “_P” represent primer sets for amplifying the regulatory region of genes in the ChIP experiments.

**Figure S1: Comparison of CRY-affected genes in different RNA-seq datasets.**

Numbers of genes in different CRY-expressing cell lines with statistically significant differences (svalue < 0.05) in the mRNA levels compared to CPN^-/-^ cell line are shown in black circles. CRY-affected genes were divided into a “lower” group and a “higher” group. Numbers in the parentheses are numbers of genes overlapped with the BMAL1 binding sites according to BMAL-ChIP-seq data. 

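In the comparisons of CPN-/- CRY1 and CPN-/- CRY2 with CPN-/-, 613 genes were called in both. Of these, 521 changed in the same direction, with 343 lower and 178 higher in both lines, and 92 changed in opposite directions. The 521 genes were 55.6% of the genes called in CPN-/- CRY2. Of the 613 genes, 219 also differed between CPN-/- CRY1 and CPN-/- CRY2. Both comparisons use the same CPN-/- libraries, so that chance differences of these libraries enter both. In 20 simulations of lines with unrelated changes against shared controls, 69.9% of the genes called in both changed in the same direction, compared with 85.0% in the data. These simulations called more genes than the data, with means of 5043 and 3035. With the changes scaled down, they called means of 3230 and 977 genes, and 83.1% of the genes called in both, a mean of 362, changed in the same direction. The highest share was 85.3%, above that of the data, but at most 394 genes were called in both. With the scaled sizes kept for each gene and their directions unrelated, the mean was 643 genes and 68.5%. Across genes, which are not independent replicates, the log2 fold changes of the 2 comparisons had a correlation of 0.49. The simulations gave 0.15 with unrelated changes, 0.20 with these scaled down, 0.13 with unrelated directions and 0.76 with no changes at all. With a separate CPN-/- library for each line, the correlation of log2 CPM differences was 0.36 and 0.37 in the 2 possible pairings, compared with 0.51 with both libraries.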

Numbers of genes with statistically significant differences in two comparisons and in the same group were shown between the two black circles. Numbers of genes with statistically significant differences in all comparisons and in the same group were shown in the grey circle in the center. Ten genes with lower mRNA levels in all CRY-expressing cell lines compared to CPN^-/-^ cell line and overlapped with BMAL1-binding sites were listed and highlighted in red.

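The 10 genes listed in Fig. S1 are Egln3, Bnip3, Dbp, Lrig1, Per1, Per2, Bhlhe40, Marchf9, Hlf and Pdk1. All 10 were called lower in both CRY-expressing lines, but the study chose them on these libraries, so this is not independent evidence. Their median log2 fold change was −2.24 in CPN-/- CRY1, with a range of −4.61 to −1.16, and −1.33 in CPN-/- CRY2, with a range of −2.01 to −0.89. The largest change in CPN-/- CRY1 was that of Hlf, which had 10 to 343 counts per library, with a log2 fold change of −4.61 (standard error 0.32, adjusted p = 3.8e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In CPN-/- CRY2 Hlf had −2.01 (standard error 0.25, adjusted p = 0.0056), which was −1.63 without replicate 1 of CPN-/-, where Bnip3 had the larger change, at −1.84. Bnip3, with 5 other genes of nearly identical sequence, had log2 fold changes of −2.26 (standard error 0.10, adjusted p = 8.8e-05) and −1.77 (standard error 0.10, adjusted p = 3.1e-04). Per1 and Per2, which are knocked out in these lines, had log2 fold changes of −1.97 and −2.30 in CPN-/- CRY1 and of −1.25 and −1.09 in CPN-/- CRY2. Between the CRY-expressing lines, 8 of the 10 genes differed, 7 of them lower and 1, Egln3, higher in CPN-/- CRY1. The call of Egln3 was lost when the model had a term for the replicate number (adjusted p = 0.054). With each library left out in turn, each of the 10 genes stayed lower in both lines.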

**Figure S2: Analysis of CRY1, PER2, PDK1 protein levels and PDH phosphorylation of MCF-7 cell line.** (A) Western blot results of PDK1, PDH phosphorylation (PDHA Ser293p), PER2 and CRY1 in the MCF-7 cell line grown in adhesion (Adh.) or suspension (Sus.) are shown. ACTIN served as the loading control. Triplicates (#1, #2 and #3) were collected and analyzed. (B) Western blot results of PDK1, PER2 and CRY1 in the MCF-7 cell line after synchronization by serum shock.

How the deposited data were processed for this re-analysis (not part of the article)

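The mRNA-seq experiment measured mRNA in the CPN-/-, CPN-/- CRY1 and CPN-/- CRY2 cell lines, with 2 libraries per line from independent RNA preparations. The paper states that stranded mRNA libraries were sequenced as paired-end reads, that reads were mapped to mm10 with RNA STAR and that featureCounts counted them per gene. The paper's text does not name the gene annotation, the strand setting or the handling of reads with several matches. The deposited tables hold whole counts for 27179 genes by NCBI Gene identifier, without normalization or filtering, and these counts were used as they are. No other experiment of the paper has deposited data in this series, so that the real-time RT-PCR, chromatin immunoprecipitation, Western blot and metabolic measurements and the PN-/- line were not examined.

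The libraries held 31416943 and 25957409 counts for CPN-/-, 36106949 and 31112452 for CPN-/- CRY1, and 27245626 and 27222231 for CPN-/- CRY2. The TMM factors were between 0.991 and 1.01, and the 10 most abundant genes took between 4.47% and 5.47% of the counts. The difference between the 2 libraries of a line, beyond library size, had a chi-square per degree of freedom of 67.2 for CPN-/-, 5.05 for CPN-/- CRY1 and 10.2 for CPN-/- CRY2, where counting error alone gives about 1. With 2 libraries per line, the precision of a fold change rests on the variation that the model shares across genes.

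Gene symbols and positions came from the RefSeq table for mm10 (GRCm38), which holds 25275 gene identifiers; 726 of the tested genes had no entry in it. Transcript length and GC content came from the GENCODE annotation and were known for 13246 tested genes (94.2%). Nearly identical sequence was searched with BLAST+ 2.17.0 among annotated transcripts, at 95% identity or more over at least 150 bases.

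Tests used R 4.3.3 and edgeR 4.0.16. Genes were kept by filterByExpr at its defaults (10 counts in a library of median size, 15 in total), which left 14069. The model had the cell line as its only term and was fitted to all 6 libraries with TMM factors and robust quasi-likelihood dispersions. The 3 comparisons were CPN-/- CRY1 against CPN-/-, CPN-/- CRY2 against CPN-/-, and CPN-/- CRY1 against CPN-/- CRY2, each with the two-sided quasi-likelihood test and Benjamini-Hochberg adjustment over all tested genes, at an adjusted p under 0.05. Standard errors were the size of the log2 fold change divided by the square root of the F statistic. Gene sets were tested with camera and fry of limma 3.58.1 and with fgsea 1.28.0, over the mouse Reactome sets with 10 to 500 tested genes. In groups of 2 libraries no library can be tested as an outlier, and no exact permutation of the libraries can pass the threshold.

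The genes named are those that the paper names for these libraries or in Fig. 6, Fig. 7 and Fig. S1, the genes knocked out in the line, Hif1a, Gapdh, and the genes of 3 further lists. These lists are other glycolytic enzymes, hypoxia response genes, and clock output genes with E-boxes. A further list set at the same time is not reported. In addition, the 3 genes with the largest change per direction were named in each comparison with CPN-/-, among called genes with a mean of at least 100 counts per library and the same direction in all 4 pairs of libraries. A fold against a line with at most 3 counts in each library was computed against 3 counts and is given as a lower bound.

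These lists, comparisons and tests were set before the data were examined, together with most of the alternatives. The alternatives set then were DESeq2's size factors, library size and upper-quartile normalization in place of TMM; no filter other than 1 count; at least 10 counts in every library; a term for the replicate number; only the 4 libraries of a comparison; an adjusted p under 0.01; a log2 fold change of at least 1; DESeq2 1.42.0 with its Wald test or with s-values from apeglm 1.24.0 or ashr 2.2.63; and each library left out in turn. For the glycolysis set, they were camera with an estimated correlation, fry, fgsea and the members outside the 8 genes of Fig. 7. Chosen after seeing the data were the removal of each library's trend with transcript length, or with length and GC content, by a loess curve with a span of 0.5, and apeglm s-values for a change of more than 1.5-fold.

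The steps were tested on simulated data. With 200 genes changed by a log2 value of 1.5, edgeR recovered 94.5% with 4 false calls, DESeq2's Wald test 86.5% with 7, apeglm s-values 91.5% with 363 and ashr s-values 89.5% with 33. Removing a simulated length trend lowered its Spearman correlation from 0.66 to 0.03. A simulated chromosome shift of −0.3 was recovered as −0.27, and a glycolysis set lowered by 1 on the log2 scale had a recovered median of −0.98 and ranked 1 with camera.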

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

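The tests of chance for the chromosomes, the test of a few strongly changed genes, the tests on chromosome 19 in CPN-/- CRY2 and the tests on the difference between the CRY-expressing lines were chosen only after the result was seen.

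The genes of 4 chromosomes were shifted together in CPN-/- CRY1, which the paper does not report. Against CPN-/-, the median log2 fold change was −0.28 over 638 tested genes of chromosome 3, −0.36 over 530 genes of chromosome 15, 0.27 over 420 genes of chromosome 16 and 0.31 over 473 genes of chromosome 19. The other chromosomes had medians between −0.13 and 0.11, and the largest difference of a chromosome between the 2 CPN-/- libraries was 0.14. Permuting genes over chromosomes gave a p of 1e-04 for each of the 4, the smallest that 10000 permutations can give, which argues against a chance assignment of genes. Chromosomes 1, 6, 11 and 14 had the same p with smaller medians, so that the p does not set the 4 apart. They are the chromosomes whose median was larger in size than any difference between the CPN-/- libraries. A different transcript length or GC content of these chromosomes is argued against by the smallest shift left after both trends were removed, −0.25. A single deviating library is argued against by the smallest shift over the 4 pairs of libraries, −0.23. A few strongly changed genes are argued against by the share of genes shifted the way of the chromosome, which was between 73.4% and 78.0%, while on the other chromosomes at most 63.1% of the genes lay on one side of 0. Of the windows of 40 neighbouring genes on the 4 chromosomes, 49 of 49 were shifted the way of the chromosome, while on the other chromosomes 180 of 274 were shifted the way of their own chromosome. A candidate explanation is a difference in copy number of these chromosomes in the CPN-/- CRY1 line, which was selected as a single colony. No DNA was measured, and an effect of CRY1 itself on these genes stays open and untested. The 4 chromosomes hold 24.1% of the genes called in CPN-/- CRY1, which is 824 calls, and 14.6% of the tested genes; 2599 calls lie on other chromosomes. Pdk1 on chromosome 2, Ldha on chromosome 7 and Ldhb on chromosome 6 lie outside them.

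In CPN-/- CRY2, the median log2 fold change of the 473 tested genes of chromosome 19 was −0.17, below the range between the CPN-/- libraries. The permutation p was 1e-04, the smallest the permutations can give, which argues against a chance assignment of genes. Chromosomes 3, 5, 10, 16, 17 and 18 had the same p with smaller medians, so that only its size sets chromosome 19 apart. After the trends with transcript length and GC content were removed, the shift was −0.092, still with a permutation p of 1e-04. This shift is smaller in size than the largest difference of a chromosome between the CPN-/- libraries, which was taken without this removal. Chromosomes 3, 10, 15 and 18 then had the same p with larger medians, of 0.10, 0.13, 0.12 and 0.10, so that chromosome 19 no longer stood apart. As causes of the shift, these trends therefore cannot be told apart from a difference of the CPN-/- CRY2 clone or an effect of CRY2.

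The CRY-expressing lines differed from each other, which the paper does not test. In the direct comparison, 2292 genes were called, 1206 lower and 1086 higher in CPN-/- CRY1 than in CPN-/- CRY2. Of the lactate genes, Ldhb (−1.53), Pdk1 (−1.07) and Pdk4 (−0.38) were lower in CPN-/- CRY1, as log2 fold changes of CPN-/- CRY1 against CPN-/- CRY2, and Pdha1 (0.36) was higher. Pfkl (−0.46) and Hif1a (−0.52) were lower. Of the other glycolytic enzyme genes, Pfkm (−0.49) was lower and Pfkp (0.54) and Eno2 (0.55) were higher. Of the clock output genes outside the list of Fig. S1, Ciart (−1.90), Tef (−1.42), Per3 (−1.04) and Bhlhe41 (−1.02) were lower. Of the genes listed in Fig. S1, Bnip3 (−0.49), Dbp (−1.14), Per1 (−0.72), Per2 (−1.21), Bhlhe40 (−1.07) and Hlf (−2.60) were lower and Egln3 (0.46) was higher. Of the other targeted genes, Cry1 had 1.84, Cry2 −2.77 and Nr1d1 −0.41. Among the genes with the largest changes against CPN-/-, Asb2 (4.00), Actg2 (2.12) and Acta1 (2.26) were higher and Ryr3 (−1.26) and Itga8 (−1.82) lower in CPN-/- CRY1. Cth was at least 11.6-fold higher and Platr7 at least 260.3-fold lower in CPN-/- CRY1 than in CPN-/- CRY2. Of the 20 hypoxia response genes, 7 were called, named here after their values were seen. Ddit4 (−1.42), Ndrg1 (−1.3), Car9 (−0.80), Vegfa (−0.70) and P4ha1 (−0.47) were lower in CPN-/- CRY1, and Adm (1.68) and Plod2 (0.50) were higher. Ndrg1, Tef and Pfkm lie on chromosome 15, and Ciart and Cth on chromosome 3, which are among the shifted chromosomes. All of these genes passed the threshold in the direct comparison, and both libraries of CPN-/- CRY1 lay on the same side of both libraries of CPN-/- CRY2 for each. Not all passed under the alternatives set at the start. Hif1a did not pass with at least 10 counts in every library, at an adjusted p of 0.053 against a range of 2.7e-09 to 0.053. Pdha1, Pdk4 and Egln3 did not pass with a term for the replicate number, at adjusted p of 0.069, 0.060 and 0.054. At an adjusted p under 0.01, Pdha1, Pdk4, Pfkl, Hif1a, Egln3, Bnip3, Nr1d1, Ryr3, Per3, Pfkm, Pfkp, Eno2, Car9, P4ha1 and Plod2 were not called, and with a log2 fold change of at least 1 these genes except Ryr3 and Per3, and Per1 and Vegfa, were not called.

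The trend with transcript length does not account for these differences as a whole, since 2216 of the 2292 genes stayed called after it was removed. The 4 shifted chromosomes hold 34.9% of the called genes and 14.6% of the tested genes, so that a difference in copy number between the clones may explain part of the calls. It leaves the 1492 calls on the other chromosomes unexplained. With 1 clone per CRY-expressing line, effects that differ between CRY1 and CRY2 cannot be told apart from differences between the clones or in the amount of exogenous CRY protein, which these data do not measure.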

How the results depend on the processing

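The removal of length or length and GC trends and the 1.5-fold s-value threshold were chosen after seeing the data.

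The counts of called genes moved with the processing. For CPN-/- CRY1 against CPN-/-, CPN-/- CRY2 against CPN-/-, CPN-/- CRY1 against CPN-/- CRY2 and genes changed in the same direction in both lines, the counts were 3423, 937, 2292 and 521. They were 1184, 363, 854 and 203 at an adjusted p under 0.01, and 1089, 526, 828 and 267 with a log2 fold change of at least 1, as these thresholds are stricter by construction. Fitting only the 4 libraries of a comparison gave 1798, 473, 6838 and 266 genes. The fit of all 6 libraries shares its estimate of variation across the lines. The SD of the log2 difference between the 2 libraries was 0.44 for CPN-/-, 0.23 for CPN-/- CRY1 and 0.24 for CPN-/- CRY2. The tests against CPN-/- in that fit may thus be too lenient, and those between the CRY-expressing lines too strict. With s-values the counts were 8409, 4377, 6038 and 2946 from apeglm and 8184, 3663, 4084 and 2445 from ashr. With apeglm s-values for a change of more than 1.5-fold they were 1238, 608, 939 and 283. Removing the length trend gave 5531, 2547, 4567 and 1441 genes, and removing the length and GC trends gave 5603, 2569, 4687 and 1439. With at least 10 counts in every library, CPN-/- CRY2 had 583 genes and 331 changed in the same direction in both lines, while the other counts stayed within 1.5 times. Apart from the thresholds, the cause was not tested. Of the genes called in CPN-/- CRY1, 3191 stayed called after the length trend was removed, but the share of lower genes went from 53.9% to 43.3%, and in CPN-/- CRY2 from 61.3% to 40.5%. It was 50.6% and 52.7% with the Wald test, 49.4% and 50.2% with apeglm and 49.5% and 50.1% with ashr. The counts under the other normalizations, without the filter and with DESeq2's Wald test stayed within 1.5 times of those given.

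Pdk1 and Ldha kept their direction and their call in both lines under all alternatives set at the start, with log2 fold changes of −2.52 to −2.47 and −1.44 to −1.39 for Pdk1 and of −1.83 to −1.75 and −1.26 to −1.19 for Ldha. After the length trend was removed, the values were −2.62 and −1.53 for Pdk1 and −1.605 and −1.07 for Ldha. These lie outside the ranges, and both genes stayed called. Across the 4 fits that each left out a library of the comparison, Pdk1 ranged from −2.54 to −2.45 in CPN-/- CRY1 and from −1.50 to −1.34 in CPN-/- CRY2, and Ldha from −1.99 to −1.56 and from −1.44 to −1.01. Such fits leave a line with 1 library and give no test.

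The glycolysis set had a median log2 fold change of −0.46 in CPN-/- CRY1 and −0.56 in CPN-/- CRY2. With the estimated correlation between genes, these medians no longer passed, at adjusted p of 0.937 and 0.944. The unadjusted p from camera were 0.019 and 0.0061. With this setting 0 sets passed in either line, so that the loss is not specific to the glycolysis set. Over the 19 members outside the 8 genes of Fig. 7, the median was −0.10 in CPN-/- CRY1 and did not pass (adjusted p = 0.38), and −0.40 in CPN-/- CRY2, where it passed (adjusted p = 0.0088). The set's median ranged from −0.48 to −0.39 in CPN-/- CRY1 and from −0.59 to −0.42 in CPN-/- CRY2 across the fits that left out a library, and it was nearest 0 without replicate 2 of CPN-/-. The set passed under fry and fgsea in both lines.

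Some values near 0 reversed. The change of Pdha1 in CPN-/- CRY2 was −0.0052 with library size only and −6.0e-04 with upper-quartile normalization. Pdhb had log2 fold changes of 0.082 and 0.11 in CPN-/- CRY1 and CPN-/- CRY2 after the length trend was removed, and of 0.093 and 0.077 after the length and GC trends were removed. Hif1a in CPN-/- CRY2 had −0.017 after the length and GC trends were removed, and Eno2 in CPN-/- CRY1 had 0.054 and 0.055 after the removal of length and of length and GC trends. Bhlhe41 in CPN-/- CRY2 had −0.094 and −0.11 after these removals. These are reversals of changes that passed no threshold, and the cause was not tested. Without replicate 2 of CPN-/-, Pdhb had 0.01 and 0.08, Nr1d1 in CPN-/- CRY2 had −0.0017 and Hif1a in CPN-/- CRY2 had −0.06; Pdha1 in CPN-/- CRY2 had −0.02 without replicate 1 of CPN-/- CRY2, Eno2 in CPN-/- CRY1 had 0.08 without replicate 2 of CPN-/- CRY1, Car9 in CPN-/- CRY2 had −0.039 without replicate 2 of CPN-/- CRY2, and Bhlhe41 in CPN-/- CRY2 had −0.083 without replicate 2 of CPN-/-.

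Of the 164 tested results, 163 kept their direction and side of the threshold with DESeq2's size factors, all but 2 with library size only and all but 2 with upper-quartile normalization, 161 without the filter and 159 with the Wald test. With at least 10 counts in every library 145 of 146 did so. Of 163 results, 14 were weaker when only the 4 libraries were fitted. Of 164 results, 34 were weaker at an adjusted p under 0.01. With a log2 fold change of at least 1, 43 results were weaker. With s-values, 15 results were stronger with apeglm and 14 with ashr, and 32 were weaker for a change of more than 1.5-fold. Removing the length trend made 10 results stronger, and removing the length and GC trends made 11 stronger and 1 weaker.

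A term for the replicate number gave 3458, 977, 2188 and 539 genes. The numbers do not pair the libraries, as the deviations of libraries with the same number had correlations across genes of −0.08, 0.14 and −0.03 between lines. With this term, 3 of the 164 results no longer passed and 3 newly passed. Those that no longer passed were Pdha1, Pdk4 and Egln3 between CPN-/- CRY1 and CPN-/- CRY2, with adjusted p of 0.069, 0.060 and 0.054, the highest of ranges from 2.4e-06, 5.0e-06 and 2.9e-04 over the alternatives. Gapdh newly passed in CPN-/- CRY1 and CPN-/- CRY2, with adjusted p of 0.033 and 0.045, in ranges of 0.0034 to 0.110 and 0.0025 to 0.168, and Per3 newly passed in CPN-/- CRY2, with 0.047 in a range of 0.0028 to 0.144. The cause was not tested.

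The depth limits Ldhc, Ldhal6b and Pdha2, which could not be tested, and Cxcl5, Nos2, Cth and Platr7, for which only a lower bound of the fold is given.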

Differences from the paper's values

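The paper's text gives 1238 genes affected by CRY1 and 608 by CRY2, against 3423 and 937 genes here. Of the alternatives set before the data were examined, the count for CRY1 came within 1.5 times of the paper's with only the 4 libraries of the comparison (1798), with an adjusted p under 0.01 (1184) and with a log2 fold change of at least 1 (1089), and the others did not. The count for CRY2 did so with at least 10 counts in every library (583), with only the 4 libraries (473) and with a log2 fold change of at least 1 (526), and not with the others. DESeq2's apeglm s-values under 0.05 for a change of more than 1.5-fold, a setting chosen after seeing the values, gave 1238 and 608 genes. The text of the paper does not name a fold threshold.

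Fig. S1 of the paper divides these genes, and its numbers were read by eye. It shows about 700 lower and about 540 higher genes for CRY1 in Fig. S1, against 1844 and 1579 here. The lower and the higher count came within 1.5 times with only the 4 libraries (1020 and 778), an adjusted p under 0.01 (680 and 504) and a log2 fold change of at least 1 (687 and 402), and with none of the other alternatives set before the data were examined. For CRY2, Fig. S1 shows about 370 lower and about 240 higher genes, read by eye, against 574 and 363. The lower count came within 1.5 times with at least 10 counts in every library (329), only the 4 libraries (326), an adjusted p under 0.01 (249) and a log2 fold change of at least 1 (368), and the higher count with library size only (321) and with at least 10 counts in every library (254); the others did not close the gap. The setting chosen after seeing the values gave 698 and 540 genes for CRY1 and 371 and 237 for CRY2.

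For genes that changed in the same direction with CRY1 and CRY2, Fig. S1 shows about 280, with about 200 lower and about 87 higher, read by eye. The counts here were 521, with 343 lower and 178 higher. With at least 10 counts in every library they were 331, 201 and 130, and with only the 4 libraries 266, 200 and 66, all within 1.5 times of the paper's. With an adjusted p under 0.01 the total was 203 and the lower count 157, and with a log2 fold change of at least 1 they were 267 and 211; the higher count stayed apart in these settings, and the remaining alternatives set before the data were examined closed none of the gaps. The setting chosen after seeing the values gave 283, 195 and 88.

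Only a part of Table S1 was available, with 1999 of its 27179 genes, in which the paper calls 25 genes for CRY1 and 8 for CRY2. In this part, 67 and 12 genes were called here, which include 25 and 7 of the paper's calls. The setting chosen after seeing the values called the same 25 and 8 genes as the paper. The apeglm log2 fold changes differed from those in the table by a median of 8e-06 and 1e-05.

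Of 36 log2 fold changes read from Fig. 6 and Fig. 7, 1 differed by more than the replicate SD. For Pdk2 with CRY2, Fig. 6 shows about 0.38, read by eye, against 0.51 here. Of the alternatives set before the data were examined, the apeglm estimate (0.37) and the fit without replicate 2 of CPN-/- CRY2 (0.44) came within the replicate SD of the paper's value, and the others did not.

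The paper states that PDK4 mRNA was not higher with CRY1, and its log2 fold change here was 0.42 with an adjusted p of 0.022 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was not called with only the 4 libraries (adjusted p = 0.075, the highest of a range from 1.8e-04 over the alternatives set before the data were examined), with an adjusted p under 0.01 or with a log2 fold change of at least 1, nor with the setting chosen after seeing the values (s-value 0.589). Fig. 6 does not mark Pdk2, Pdk3 and Pdha1 as changed, while Pdk2 (0.65) and Pdha1 (0.38) were called with CRY1, and Pdk3 with both (−0.37 and −0.50). None of these 4 calls was made with only the 4 libraries, with an adjusted p under 0.01, with a log2 fold change of at least 1 or with the setting chosen after seeing the values.

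For HIF1α mRNA, in which the paper observed no difference between CPN-/- and CPN-/- CRY1, the log2 fold change of −0.41 was not called here. It was called with DESeq2's Wald test (adjusted p = 0.046) and with apeglm and ashr s-values (0.0020 and 0.0024), and after removing the trends with length (6.1e-04) or with length and GC content (5.0e-04), which were alternatives chosen after seeing the values. The other alternatives gave adjusted p between 0.051 and 0.147.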

Other observations

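The tests on Hif1a mRNA, on Nr1d1 and Nr1d2, on the correlation between the CRY-expressing lines and on the direction of the genes called in both lines, and the split of the hypoxia response genes by the glycolysis set, were chosen only after the result was seen.

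The 2 CPN-/- libraries differed by transcript length, with a Spearman correlation of −0.66 between the log2 difference and length across genes. Over the 6225 genes with the most counts it was −0.82, which argues against counting noise of short or weakly expressed genes. The trend was not confined to CPN-/-, as over all genes the correlation was 0.18 in CPN-/- CRY1 and −0.27 in CPN-/- CRY2, and over the 6709 and 6023 genes with the most counts 0.32 and −0.51. In CPN-/-, given GC content, it was −0.64, which argues against GC content as the source. The log2 fold changes against CPN-/- had correlations with length of 0.36 in CPN-/- CRY1 and 0.41 in CPN-/- CRY2, which fell to 0.04 in each after each library's trend was removed. A difference between the RNA preparations or libraries may have caused the trend, but no value in the deposited counts tests it. No biological explanation was tested.

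The lower level of the Reactome glycolysis set in both lines was set against technical explanations. After the length trend was removed, the median log2 fold change nearest 0 was −0.36, in CPN-/- CRY1, which argues against the trend as the whole cause. Over 3 other normalizations the median nearest 0 was −0.46, which argues against a library scale set by a few abundant genes. Of 10000 random lists of genes with similar abundance, the share with a median as low was 0% in both lines, with 95% of the random medians between −0.23 and 0.13 in CPN-/- CRY1 and between −0.16 and 0.06 in CPN-/- CRY2, and a p of 1e-04, the smallest these lists can give. These lists were drawn for the whole set. Over the 19 members outside the 8 genes of Fig. 7, the median was −0.10 in CPN-/- CRY1, inside the range of random medians. In CPN-/- CRY2 it was −0.40, outside that range. The paper chose the genes of Fig. 7 on these libraries, so that leaving them out moves the median towards 0 by construction. The value of −0.10 therefore does not show that the fall in CPN-/- CRY1 is confined to them. The list of 10 other glycolytic enzyme genes, set before the data were examined, had a median of −0.42 in this line, with 9 lower. Of random lists matched to it, 95% had medians between −0.29 and 0.23, with a p of 0.0028. The lower expression may be an effect of CRY1 and CRY2, as a hypothesis that 1 clone per line does not test further. In the direct comparison of the CRY-expressing lines, the set had an adjusted p of 0.993 with camera.

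Hypoxia response genes were also lower. Of the 20 genes, none is in the lists of Fig. 6, Fig. 7 or Fig. S1, and 2, Pfkfb3 and Pfkfb4, are in the Reactome glycolysis set. Of the 20, 17 were called in CPN-/- CRY1, 16 of them lower, and 11 in CPN-/- CRY2, all lower. Adjusted over the list alone, 18 and 13 passed. The exception was Adm, with a log2 fold change of 1.47 in CPN-/- CRY1. The median was −0.84 in CPN-/- CRY1 and −0.49 in CPN-/- CRY2, and it stayed between −0.87 and −0.71 and between −0.62 and −0.47 with each library left out in turn. Of 10000 random lists of genes with similar abundance and length, the share with a median as low was 0% in both lines (p of 1e-04, the smallest they can give), which argues against a fall of any such list. Over the 18 genes outside the glycolysis set the medians were −0.94 and −0.59, with the same share of 0%. In CPN-/- CRY1, lower Hif1a mRNA could contribute, and it cannot be told apart from other causes. The log2 fold change of Hif1a was −0.41 in this line and −0.20 without replicate 1 of CPN-/-. In CPN-/- CRY2, Hif1a mRNA was not lower, with a log2 fold change of 0.11. This value was −0.06 without replicate 2 of CPN-/-, and the standard errors were 0.14 in both lines. No fall of Hif1a mRNA was thus measured in CPN-/- CRY2 beside that of these genes, while a small one is not excluded. HIF1α protein was not measured in these data, and an effect of CRY proteins on these genes is untested.

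Gapdh had few counts, 347 to 586 per library, compared with 15588 to 105498 for Eno1, Aldoa, Tpi1, Ldha and Pkm. A candidate explanation is the loss of reads that match several genes, as 79 other genes, 75 of them pseudogenes, hold nearly identical sequence to Gapdh, and at most 4 do for the other glycolytic genes examined. Of 76 genes searched, 47 have none. The handling of such reads is not given in the paper's text, and the lower counts of Gapdh in the CRY-expressing lines share this limit.

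The log2 fold changes of the CRY-expressing lines against CPN-/- had a correlation of 0.49 across genes. Because both use the CPN-/- libraries, lines with no changes at all gave a mean of 0.76 in 20 simulations, and those with unrelated changes and about as many calls as in the data a mean of 0.20 and at most 0.23. With a separate CPN-/- library for each CRY-expressing line, the Pearson correlation was 0.36 and 0.37 in the 2 possible pairings and the Spearman correlation 0.28 and 0.27, compared with 0.51 and 0.54 from the same log2 CPM values with both CPN-/- libraries. The shared libraries are thus argued against as the whole cause, although they add to the correlation.

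The direction was the same for 85.0% of the 613 genes called in both lines. In simulated lines, unrelated changes were scaled to 0.75 and 0.65 of those measured, to give about as many calls as in the data. The direction was then the same for a mean of 83.1% and at most 85.3%. This share alone does not set the data apart, but at most 394 genes were called in both. In simulated lines that kept these scaled sizes for each gene and had unrelated directions, a mean of 643 genes were called in both, and at most 72.0% changed in the same direction. The simulation with unrelated directions took its sizes from the measured changes, which already hold the chance differences of the shared libraries. Giving these sizes unrelated directions can lower the share, so that this simulation cannot decide whether the shared libraries are the whole cause. The share in the simulation with unrelated changes does not argue against it. A response to both CRY proteins may contribute, as a hypothesis. A state of the CPN-/- line at both RNA preparations, or the infection and selection of both CRY-expressing lines, would have the same effect and was not tested.

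Of the 7 clock output genes with E-boxes, of which Dbp, Hlf and Bhlhe40 are also in the list of Fig. S1, 7 were called in CPN-/- CRY1 and 4 in CPN-/- CRY2, all lower, with medians of −2.22 and −1.15. Adjusted over the list alone, 7 and 5 passed. Nr1d1 and Nr1d2, which are targeted in the line, were not called, with log2 fold changes of −0.34 and −0.28 in CPN-/- CRY1 (adjusted p = 0.057 and 0.095 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and of 0.07 and −0.15 in CPN-/- CRY2 (adjusted p = 0.67 and 0.39). In CPN-/- CRY1 both passed with apeglm and ashr s-values and after the length trend was removed, an alternative chosen after seeing the data, and Nr1d1 with upper-quartile normalization, over ranges of 0.0023 to 0.139 and 0.0073 to 0.193 for the alternatives set at the start. Adjusted over the list alone, all 6 of the targeted genes passed in CPN-/- CRY1, 5 of them lower, and 4 in CPN-/- CRY2, 3 of them lower. Reads of a gene on the other strand could hide a fall of Nr1d1, as 263 bases of its exons overlap an exon of Thra, and the strand setting is not known, so that this cannot be told apart from a smaller response. For Nr1d2 such overlap is 0 bases, which argues against this explanation. The edited loci of the line are another open explanation for both genes, which was not tested.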
